# Gene Expression Profiling of Vasoregression in the Retina—Involvement of Microglial Cells

**DOI:** 10.1371/journal.pone.0016865

**Published:** 2011-02-17

**Authors:** Yuxi Feng, Yumei Wang, Li Li, Liang Wu, Sigrid Hoffmann, Norbert Gretz, Hans-Peter Hammes

## Abstract

Vasoregression is a hallmark of vascular eye diseases but the mechanisms involved are still largely unknown. We have recently characterized a rat ciliopathy model which develops primary photoreceptor degeneration and secondary vasoregression. To improve the understanding of secondary vasoregression in retinal neurodegeneration, we used microarray techniques to compare gene expression profiles in this new model before and after retinal vasoregression. Differential gene expression was validated by quantitative RT-PCR, Western blot and immunofluorescence. Of the 157 genes regulated more than twofold, the MHC class II invariant chain CD74 yielded the strongest upregulation, and was allocated to activated microglial cells close to the vessels undergoing vasoregression. Pathway clustering identified genes of the immune system including inflammatory signaling, and components of the complement cascade upregulated during vasoregression. Together, our data suggest that microglial cells involved in retinal immune response participate in the initiation of vasoregression in the retina.

## Introduction

Regression of the matured retinal vasculature in adults is often initiated by pericyte loss and subsequent degeneration of endothelial cells [1], [2]. Extended vasoregression can result in hypoxia, and the dense retinal vascular network adapts to the high metabolic demands of neurons which are in close proximity to each other. Neurodegeneration such as retinitis pigmentosa leads to secondary vascular attenuation, leakage and functional limitations [3], [4]. Some investigations also suggest that damage of retinal glial cells (astrocytes, Müller cells and microglia) precedes vascular impairment [2], [5]. Microglial activation has been found in a variety of retinal pathologies such as photoreceptor degeneration, diabetes and ischemia- reperfusion [6], [7], [8]. However, the link between microglial activation and vasoregression is unclear.

The processes involved in the maturing vessels, comprise recruitment signals for pericytes, organization of basement membrane components, and secretion of inhibitors of (metallo-) proteases [9]. Consequently, regression of mature vessels requires the erroneous abrogation of survival promoting signals, and the aberrant activation of matrix-degrading proteases, among others. For example, in the diabetic retina, dropout of pericytes is conceived as a primary step in the reactivation of the endothelium, reducing endothelial protection [10]. The progressive independence of vessels for survival signals is one important characteristic of mature vessels. If VEGF is conditionally reduced in retinal tissue during postnatal development, it results in a loose capillary network with numerous regressive capillary profiles. However, when VEGF is inhibited during adulthood, there is no induction of vasoregression [11].

Impaired capillary formation is observed when neurodegeneration starts before the completion and maturation of the retinal network in animal models [12]. This contrasts with our observations in a novel model of adult retinal vasoregression. We recently characterized this transgenic rat displaying neuronal and vascular degeneration, and discovered that vasoregression ensues after the retinal capillary system had fully developed, preceded by neurodegeneration [13]. In this model, dropout of vascular pericytes, and capillary occlusions became evident after the second month of life. Thus, a precise image of the temporal and structural evolution of retinal vascular degeneration exists.

Despite an extensive vasoregression, hypoxia and instructive VEGF regulations were absent in this model, while some neurotrophins were upregulated, suggesting that a. the response to injury was probably inadequate, and b. other mechanisms are involved in the extensive vasoregressive process.

Therefore, in order to identify genes and signaling pathways involved in retinal vasoregression in this rat model, we performed a microarray analysis before and after the initiation of vasoregression. We observed a pronounced implication of components of the immune and the complement system, and identified CD74 specifically upregulated in perivascular microglia of the deep capillary in which the primary vascular lesion occurs.

## Methods

### Animals

All experiments in this study were performed in accordance with the ARVO statement for the use of animals ophthalmic and vision research, and the regional animal ethics committee. This study was approved by the ethics committee Regierungspräsidium Karlsruhe, approval ID: 35-9185.81/G-93/05. Male homozygous PKD-2-247 rats (TGR) and male Sprague-Dawley (SD) rats were used as controls. Generation and genotyping of the transgenic rats were described previously [14]. The rats were held in a 12 hours light and dark cycle with free access to food and drinking water. At 1 and 3 months of age, SD and TGR rats were anesthetized, and after sacrifice the eyes were immediately frozen for later preparation of total RNA, retina homogenate and whole mount retinal immunofluorescence staining.

### RNA isolation

Retinal total RNA was individually extracted using Trizol reagent (Invitrogen, Germany) according to the manufacturer's protocol. The quality and purity of RNA were controlled spectrophotometrically and estimated by electrophoresis on a 1% agarose gel.

### Microarrays and pathway analysis

cDNA and cRNA synthesis, and hybridization to arrays of type Rae230_2 from Affymetrix (Santa Clara, CA, USA) were performed according to the recommendations of the manufacturer. Three arrays were applied for each combination of rat transgene (TGR/SD) and age (1-month and 3-month). A total of 12 arrays were hybridized. The dependency of gene expression on rat transgene or age was analyzed using JMP Genomics (SAS Institute, Cary, NC, USA). Signals were first log transformed and quantile normalized, before being subjected to mixed model ANOVA, by which rat transgene and age as well as probe were considered as fixed effects and array-id as random. An ORA approach using Fisher's exact test was taken to identify pathways listed in Kyoto Encyclopedia of Genes and Genomes that are likely to be affected by differential gene expression. Additionally, gene set enrichment analysis (GSEA, version 2.0) and Ingenuity Systems software (Ingenuity Systems, Redwood City, CA, USA) were applied to reveal biological pathways modulated by rat transgene or age. Genes were ranked according to their expression levels. All Gene Ontology terms were examined using 1000 rounds of permutation of gene sets. MIAME compliant microarray data were submitted to Gene Expression Omnibus (GEO), sample number GSE20967.

### Quantitative real time PCR

For quantitative real time PCR, retinal total RNA was isolated using Trizol according to the manufacturer's protocol. The cDNA synthesis with removal of genomic DNA was performed using the QuantiTect^®^ Reverse Transcription kit (Qiagen GmbH, Hilden, Germany). TaqMan 2xPCR master Mix (Applied Biosystems, Weiterstadt, Germany) was applied for real time PCR. A volume of 20 µl of amplification reactions contained 0.4 µl cDNA, 1x Master Mix, 0.9 µM each primers and 0.25 µM probe. The samples were amplified using an ABI 7000 Real Time PCR System (Applied Biosystems, Darmstdt, Germany). Thermal cycling was carried out for 2 min at 50°C, then, for 10 min at 95°C, followed by 40 cycles of 15 sec at 95° and 1 min at 60°C. All primers and MGB probes labelled with FAM for amplification were purchased from Applied Biosystems: A2M, Rn 01459605_m1; B2M, Rn 00560865_m1; CD74, Rn 00565062_m1; CEBPB, Rn 00824635_s1; CFB, Rn 01526084_g1; CTSS, Rn 00569036_m1; RT1-DA, Rn 01427980_m1; Serping1, Rn 01485600_m1; C1qa, Rn 01519903_m1; TNFRSF1A, Rn 01492348_m1; IL-1b, Rn 00580432_m1; b-Actin, Rn 00667869_m1. Expression of genes was analysed by the 2^−ΔΔCT^ method using β-actin as a reference gene.

### Western blot

To assess protein expression of genes of interest, retinal proteins were individually extracted from TGR and SD rats of 1 and 3 months of age. The retinas were homogenized in 0.1% SDS buffer containing 125 mM NaCl, 10 mM EDTA, 25 mM Hepes, 10 mM Na3VO4, 0.5% deoxycholic acid, 0.1% SDS, 1% Triton X-100 with Complete™ protease inhibitor cocktail (Roche Diagnostic GmbH, Mannheim, Germany). The lysate was centrifuged at 10,000 rpm for 10 min. The supernatant was then collected and the protein concentration was determined with the Bradford protein assay according the manufacturer's protocol. 20–40 µg proteins were separated on 10–20% SDS gels under reducing conditions. Furthermore, the proteins were then transferred onto PVDF membranes and the membranes were blocked with 5% bovine serum albumin or 5% non-fat dry milk in Tris buffered with Tween-20 for 1 h to reduce non-specific binding. Then, the Blot was incubated with primary antibody over night at 4°C. After washing, they were further incubated with HRP-conjugated secondary antibody for 2 hours at room temperature. Finally, the signals were detected with enhance chemiluminescence (ECL) and exposed to X-film.

### Retinal Immunofluorescence

For whole mount retinal immunofluorescence staining, eyes were fixed in 4% paraformaldehyde overnight. After dissection retinas were washed in PBS and incubated in permeabilization and blocking buffer containing 1%BSA and 0.5% Triton for 1 hour. For detecting microglia activation, mouse anti CD11b (1∶100, AbD Serotec, Düsseldorf, Germany) or rabbit anti rat Iba1 (1∶50 DAKO, Hamburg, Germany), rabbit anti CD74 (Santa Cruz, Heidelberg, Germany) and Lectin labelled with biotin (1∶100, Sigma, Munich, Germany) were used. The corresponding secondary antibodies used were goat anti mouse IgG Alexa 488 (1∶200, Invitrogen, Karlsruhe, Germany), swine anti rabbit labelled with Tritc (1∶20, DAKO, Hamburg, Germany) and streptavidin labelled with Alexa 633 (1∶200, Invitrogen, Karlsruhe, Germany) for CD11b, CD74 and Lectin. For determination of CD74 expression in pericytes, rabbit anti NG2 (1∶200, Chemicon, Germany), goat anti CD74 (1∶50, Santa Cruz, Heidelberg, Germany) and Lectin labelled with biotin (1∶100, Sigma, Munich, Germany) were used. The corresponding secondary antibodies used were swine anti rabbit-TRITC (DAKO, Hamburg, Germany, 1∶20), donkey anti goat FITC (Acris, 1∶100) and streptavidin labelled with Alexa 633 (1∶200, Invitrogen, Karlsruhe, Germany) for CD11b, CD74 and Lectin, respectively. After washing in PBS, the retinas were flat mounted in 50% glycerol and photos were taken with a confocal microscope (Leica TCS SP2 Confocal Microscope, Leica, Wetzlar, Germany).

### Statistical analysis

Statistical analysis for microarray data was summarized above. Data of transcriptional expression are presented with mean and standard error. Analysis of variance (ANOVA) with Bonferroni post-test was performed to determine the significance between the groups. A p value less than 0.05 was considered as statistically significant.

## Results

### Genes and pathways involved in the development of vasoregression

To identify genes and pathways involved in the development of vasoregression in TGR retinas, gene expression profiling was assessed in TGR and control rats at 1 and 3 months, i.e. before and after initiation of vasoregression, respectively. The Affymetrix GeneChip^®^ for rat expression array 230 2.0 was used. 

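Retinal RNA of SD and TGR rats at 1 and 3 months was measured on 12 arrays, 3 for each of the 4 groups, and the labels give the 3 as biological replicates. The authors log transformed and quantile normalized the signals in JMP Genomics. The deposited table holds 1 log2 signal per probe set and array, rounded to 1 decimal, from 5.9 to 15.1. The medians of the 12 arrays lay between 7.9 and 8.1, and the signals were used as deposited. After 57 Affymetrix control probe sets were left out, 31042 probe sets were tested. Of these, 20832 carry the symbol of a single gene and stand for 14217 genes, and each gene was represented by its probe set with the highest mean signal. limma was fitted with 1 mean per group over all 12 arrays, and probe sets with a Benjamini-Hochberg adjusted p under 0.05 were taken as changed. Gene groups came from 33 lists on the cell types of the retina, the neighbouring tissues of the eye and the pathways the study discusses, and were tested with limma's camera at a preset correlation of 0.01. In simulated data, 96 of 100 probe sets changed by 0.5 log2 were recovered between TGR and SD at 3 months. The number of arrays, 3 per group, limits the precision of every value. RNA of whole retinas was measured, so a change within cells cannot be told apart from a change in the mix of cell types. The arrays differed in overall signal: the median log2 fold change over all probe sets was −0.10 between TGR and SD at 3 months and −0.13 at 1 month. After quantile normalization these medians were −0.01 and −0.0028. Relative to the other genes, a gene's change as deposited is thus higher than its log2 fold change between TGR and SD by the size of that shift.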

The array comprised of more than 31,000 probe sets for analysing over 30,000 transcripts and variants from over 28,000 rat genes. 3267 genes were significantly upregulated while 2924 genes were significantly downregulated when significance level (p-value) of less than 0.001 was defined as cutoff between TGR and SD rats. Moreover, hierarchical clustering of rat groups was performed based on differential gene expression (Figure 1). 

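Averaged over both ages, genes of reactive gliosis were higher and genes of rod photoreceptors and cilia were lower in TGR than in SD retinas. Of 28 genes of reactive gliosis, 19 rose and none fell (19 rose when adjusted over the list alone; camera adjusted p = 1.14e-27; adjusted p = 0.193 with an estimated correlation). Of 34 rod genes, 33 fell and none rose (34 fell when adjusted over the list alone; camera adjusted p = 2.56e-35; adjusted p = 0.208 with an estimated correlation). Of 35 genes of the cilium and its intraflagellar transport, 26 fell and 2 rose (27 and 2 when adjusted over the list alone; camera adjusted p = 4.73e-07; adjusted p = 0.472 with an estimated correlation). Each of these lists differed more at 3 months than at 1 month. For gliosis, the median relative to all probe sets was 0.8 at 3 months and 0.15 at 1 month. For rods it was −1.2 and −0.07, and for cilia −0.27 and −0.03. Gfap, the intermediate filament of glial cells, rose by 2.03 log2 (standard error 0.119), and Pla2r1, which encodes a phospholipase A2 receptor, fell by 1.90 log2 (standard error 0.071). Over the whole array, limma placed 1803 probe sets higher and 11548 lower in TGR at an adjusted p under 0.05. At an unadjusted p under 0.001, the cutoff the paper states, 1000 probe sets were higher and 4831 lower. Between TGR and SD at 3 months alone, 2227 were higher and 3814 lower at that cutoff. The median over all probe sets was −0.12 over both ages, and −0.01 after quantile normalization, which the paper's methods state; 3598 probe sets were then higher and 3045 lower at the same cutoff. The share of higher probe sets among those past the adjusted p was 13.5% as deposited and 51.7% after quantile normalization.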

Genes of SD rats at 1 and 3 months exhibited similar expression patterns, and had a high comparability to the gene expression patterns of TGR rats at 1 month of age. 

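Retinas of 3-month TGR rats stood apart from the other 3 groups in photoreceptor, microglial and glial genes. Against the mean of those groups, the 34 rod genes had a median log2 fold change of −1.26 and 33 of them fell (33 when adjusted over the list alone; camera adjusted p = 4.07e-41; adjusted p = 0.219 with an estimated correlation). The 27 microglia genes had a median of 0.57 and 22 rose (22 when adjusted over the list alone; camera adjusted p = 2.15e-18; adjusted p = 0.297 with an estimated correlation). Of the 28 genes of reactive gliosis, 21 rose (22 when adjusted over the list alone; camera adjusted p = 1.6e-18; adjusted p = 0.297 with an estimated correlation), with a median of 0.45. Of 20 lens genes 15 were lower than this mean, with a median of −0.74 (15 when adjusted over the list alone; camera adjusted p = 0.000532; adjusted p = 0.476 with an estimated correlation). After quantile normalization 8 were lower. The mean includes the 1-month groups, and against 3-month SD alone the median of the lens genes was 0.25. Over all probe sets, 3928 were higher and 7111 lower than in the other 3 groups; 35.6% of those called were higher as deposited and 50.8% after quantile normalization. Over the 1000 probe sets with the largest variance, the mean correlation distance (1 minus Pearson's r) of 3-month TGR arrays was 0.269 to 1-month SD, 0.272 to 3-month SD and 0.182 to 1-month TGR arrays. Among these 3 other groups it was 0.0408 between SD and TGR at 1 month, 0.0592 between SD at 1 and 3 months and 0.0693 between 3-month SD and 1-month TGR. Arrays of the same group lay 0.0233 apart on average. The nearest array was of the same group for 11 of 12 arrays; the other, SD 1-month replicate 2, was nearest to SD 3-month replicate 3. On average, 3-month TGR arrays lay 4.27 times as far from the other groups as these lay from each other (SD 0.42, n = 3 arrays), and 2.06 times as far with Euclidean distances.

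**Figure D1:**
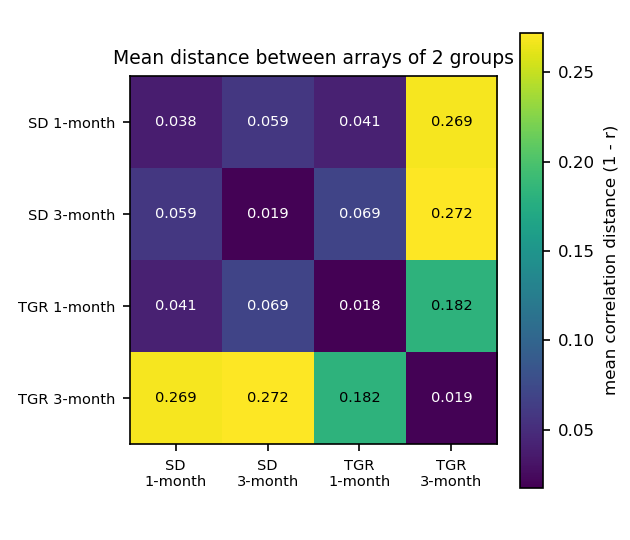
Mean correlation distance (1 minus Pearson's r, colour and printed value) between the arrays of each pair of the 4 groups, 3 arrays each, over the 1000 probe sets with the largest variance; rows and columns are the groups and the diagonal holds the replicates of 1 group. The 3-month TGR arrays lie between 0.182 and 0.272 from the other groups, which lie at most 0.0693 from each other.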

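Photoreceptor genes lost signal between 1 and 3 months in TGR retinas and were lower than in SD retinas of the same age. Gnat1, the alpha subunit of rod transducin, was at 12.17 ± 0.551 (SD, n = 3) log2 units in 3-month TGR, at 14.47 ± 0.058 in 3-month SD and at 14.37 ± 0.058 in 1-month TGR. Grk1, which encodes rhodopsin kinase, fell by 2.60 log2 against 3-month SD and by 2.07 against 1-month TGR, and Slc24a1, the rod sodium, calcium and potassium exchanger, fell by 2.20 and 1.90. Against each of the 2 groups, 33 of 34 rod genes fell (33 when adjusted over the list alone) and Gucy2e, a photoreceptor guanylate cyclase, did not pass the test (−0.13 and 0.03), while the probe set that Table S1 names Gucy2e, annotated here to Gucy2d, fell by 0.83 and 0.70. Of 13 cone genes, 8 fell and 3 rose against 3-month SD (8 and 3 when adjusted over the list alone), with Opn1mw, the middle-wave cone opsin, at −1.90, Gnb3, the cone transducin beta subunit, at 1.27 and Gngt2, its gamma subunit, at −0.07. Of 35 cilium genes, 24 fell and 2 rose against 3-month SD (25 and 2 when adjusted over the list alone), and 19 fell and 2 rose against 1-month TGR (21 and 2). Tmem138 fell by 1.53, the kinesin gene Kif3b by 1.27 and Bbs7 of the Bardet-Biedl complex by 1.20 against 3-month SD, with the kinesin gene Kif3a at −0.07. Pkd2, the rat gene of polycystin-2, rose by 0.60 on its brighter probe set and was at −0.03 on the other.

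Against 3-month SD, camera gave adjusted p = 1.35e-41 for rods, 0.00536 for cones and 5.86e-09 for cilia, and adjusted p = 0.213, 0.45 and 0.357 with an estimated correlation. Against 1-month TGR it gave 3.2e-56, 0.00116 and 1.9e-10, and adjusted p = 0.0983, 0.455 and 0.455 with an estimated correlation. Genes of the pigment epithelium, a tissue next to the retina, moved with the comparison at 3 months: 15 of 17 were higher than in SD (15 when adjusted over the list alone; median 0.93; camera adjusted p = 3.11e-10; adjusted p = 0.287 with an estimated correlation). Against 1-month TGR, 2 of 17 were higher (2 when adjusted over the list alone; median 0.00; camera adjusted p = 0.42). Over the whole array, limma placed 3359 probe sets higher and 6157 lower against 3-month SD, and 4002 higher and 3310 lower against 1-month TGR. Of those called, 35.3% and 54.7% were higher as deposited, 50.7% and 51.9% after quantile normalization, and 43.9% of the second comparison after centring of the arrays on their medians. Quantile normalization raised the total of the second comparison from 7312 to 11339.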

3-month old TGR rats demonstrated major changes in gene expression (Figure 2).

**Figure 1:**
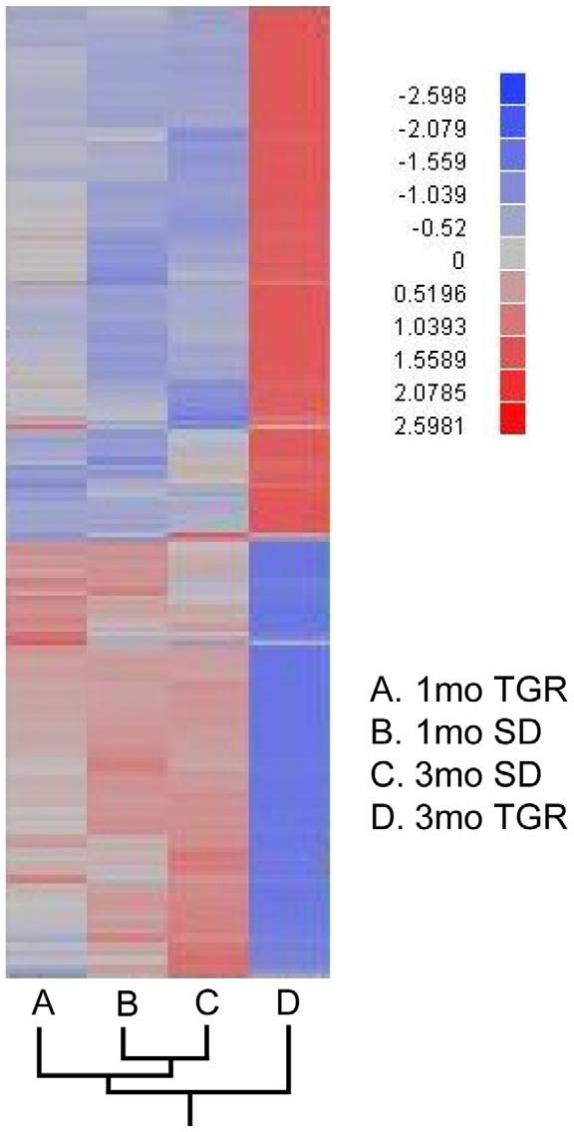
Hierarchical clustering analysis of gene profiling in SD and TGR rats at 1- and 3-month. Only genes with negative log10 P>10 are shown on the clustering diagram. The diagram shows that TGR 1-month, SD 1- and 3-month have similar gene expression profiling whereas 3-month TGR differs markedly from these three groups. Red indicates high and blue low expression of the single gene compared with the mean. The fold changes in the bar are represented in log_2_X. A: 1-month TGR; B: 1-month SD; C: 3-month SD; D: 3-month TGR.

**Figure 2:**
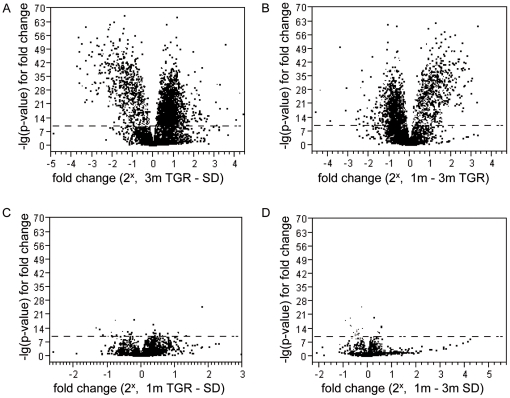
Volcano blots of significance against the fold change of expression of SD and TGR retinas at 1- and 3-month. The diagram shows that there are numerous genes in 3-month TGR up and down regulated compared with 3-month SD (A) and 1-month TGR (B). Few genes were differentially expressed among 1-month TGR and SD rats, 1- and 3-month SD rats. Horizontal reference line indicates negative log10 P>10 on the clustering diagram.

Next, we focused on genes which were differentially expressed in 3-month TGR over time (i.e. compared with 1-month TGR) and compared with controls (i.e. 3-month SD rats). As displayed in the volcano plot, a number of genes in 3-month TGR retinas exhibited significant expression changes when compared with 1-month TGR, and with 3-month SD rats. 374 genes were >2^+1^ or <2^−1^ significantly regulated during development of vasoregression (Table S1). Of these genes, 157 genes in 3-month TGR were more than 2-fold upregulated whereas 216 genes in this group were more than 50% downregulated in comparison with the two other groups. 

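Genes of antigen presentation, of the acute phase and of rod photoreceptors were among those with the largest changes in 3-month TGR retinas against both other groups. RT1-Da, an MHC class II chain, was at 10.03 ± 0.603 (SD, n = 3) log2 units, against 7.63 ± 0.404 in 3-month SD and 7.47 ± 0.058 in 1-month TGR. The protease inhibitor Serpina3n, an acute phase protein of reactive glia, rose by 2.07 log2 against 3-month SD and 2.17 against 1-month TGR, and Mlf1 rose by 2.37 and 1.67. Egr1, an immediate early transcription factor, rose by 2.07 and 1.23. On the other side, C1h11orf98 fell by 2.80 and 2.47 and Esrrb, an orphan nuclear receptor of rods, fell by 2.47 and 2.33. Tnfaip3, which encodes the NF-kappaB inhibitor A20, fell by 2.37 and 1.73, and Nxnl1, which encodes a cone viability factor made by rods, fell by 2.37 and 1.10. Ifi27, an interferon response gene, rose by 1.93 and 1.87. Tmem221 fell by 3.73 against 3-month SD and was at −0.07 against 1-month TGR, where it did not pass the test, and Brcc3-ps7 was higher by 2.20 and at −0.10. The signal of Brcc3-ps7 varied among SD arrays. In 1-month SD it was at 7.9 in replicate 1 but at 9.7 and 10.2 in replicates 2 and 3, against 9.9 to 10.2 in 3-month TGR. The lens crystallins Crygd, Crybb3, Crygc and Crybb1 fell by 3.20, 2.33, 2.07 and 2.03 against 1-month TGR and were at 0.23, 0.13, 0.43 and 0.20 against 3-month SD.

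In limma's test, 68 probe sets were at least 2-fold higher and 212 at least 2-fold lower in 3-month TGR than in both other groups, at an adjusted p under 0.05. Against 3-month SD alone there were 125 and 392, and against 1-month TGR alone 80 and 239. Independent lists of these sizes would share 0.32 and 3.02 probe sets. Since both comparisons hold the same 3-month TGR arrays, unchanged groups were simulated 20 times, and no probe set was 2-fold in both. The simulations hold noise alone, at a median residual SD of 0.1, so 2-fold changes could hardly arise in them. They do not show how much overlap the shared arrays give among changed genes. The log2 fold changes of the 2 comparisons had a correlation across probe sets of 0.89 and a covariance of 0.0692, against 0.499 and 0.00384 in the simulations, and part of the excess over independent lists can come from the shared arrays. With 1 probe set per gene, 175 genes were 2-fold in both.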

CD74 (invariant polypeptide of major histocompatibility complex, class II antigen-associated), Lgals3 (Lectin-galactose binding-soluble 3), and Serping1 (serine peptidase inhibitor-clade G, member 1) were the genes with the strongest upregulation in the 3-month TGR while Slc31a2 (solute carrier family 31-member 2), Hk2 (Hexokinase 2), Pax4 (paired box gene 4) and Rdh12 (retinol dehydrogenase 12) were ∼90% down-regulated. In contrast, there were only few genes which were regulated between TGR and SD retinas at 1 month, and in SD retinas between 1 and 3 months (Figure 2).

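Cd74, Lgals3 and Serping1 were several-fold higher in 3-month TGR retinas than in both other groups, and Slc31a2, Hk2, Pax4 and Rdh12 were lower. Cd74, the MHC class II invariant chain, was at 10.50 ± 0.50 (SD, n = 3) log2 units in 3-month TGR, 7.97 ± 0.635 in 3-month SD and 7.83 ± 0.115 in 1-month TGR, which is 5.79-fold and 6.35-fold higher by the deposited signals. For Cd74, Table S1 gives 21.64-fold and 24.03-fold, and the paper's real-time PCR also gives a larger fold against 3-month SD. Lgals3, the galectin-3 gene of phagocytic cells, was at 10.53 ± 0.208, 8.03 ± 0.493 and 7.90 ± 0.173, which is 5.66-fold and 6.20-fold higher. Serping1, the inhibitor of the complement proteases C1r and C1s, was at 11.03 ± 0.153, 8.53 ± 0.666 and 8.53 ± 0.208, 5.66-fold higher than in each.

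Slc31a2, a relative of the copper transporters, was at 8.13 ± 0.153 in 3-month TGR, 10.63 ± 0.058 in 3-month SD and 10.00 ± 0.265 in 1-month TGR, and was thus 82.3% lower than in 3-month SD. Pax4, a transcription factor of photoreceptors, was at 9.20 ± 0.20, 11.80 ± 0.10 and 10.27 ± 0.321, 83.5% lower than in 3-month SD. Rdh12, a retinol dehydrogenase of photoreceptors, was at 8.43 ± 0.252, 10.67 ± 0.153 and 10.57 ± 0.153, 78.7% lower. Hk2, a hexokinase of glycolysis, was at 7.80 ± 0.30, 10.30 ± 0.10 and 9.83 ± 0.252 on its brightest probe set and 85.6% lower than in 3-month SD on the probe set of Table S1.

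For each of the 7 genes, every 3-month TGR array lay beyond every array of the other 2 groups. Such a separation is given by chance in 10% of genes at 3 arrays against 3, and was seen in 28.7% of genes against 3-month SD and in 31.4% against 1-month TGR. The adjusted p of limma against 3-month SD was 1.82e-21 for Cd74 (standard error 0.15), 1.71e-25 for Lgals3 (standard error 0.12) and 7.07e-23 for Serping1 (standard error 0.137). For the 4 genes that fell it was between 1.85e-27 for Rdh12 and 1.76e-29 for Slc31a2. Over the alternatives, the adjusted p of Cd74 ran from 2.19e-131 to 0.0018. SD 3-month replicate 1 lay above replicates 2 and 3 in Cd74 (8.7 against 7.6 and 7.6) and in Serping1 (9.3 against 8.1 and 8.2); without it the log2 fold changes were 2.9 for Cd74, 2.78 for Lgals3 and 2.88 for Serping1.

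**Figure D2:**
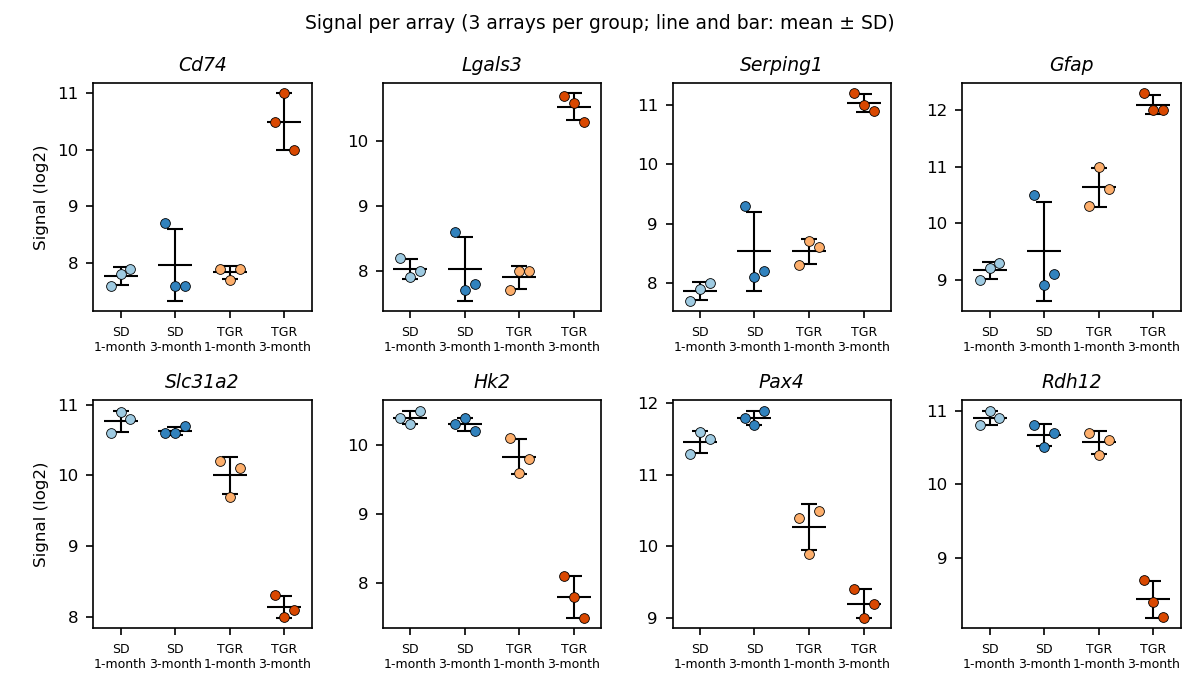
Log2 signal (vertical axes) of 8 genes in each array (points) of the 4 groups (SD and TGR at 1 and 3 months), with the mean (line) and SD (bar) of 3 arrays. The 3-month TGR arrays lie above all other arrays for Cd74, Lgals3, Serping1 and Gfap and below all other arrays for Slc31a2, Hk2, Pax4 and Rdh12; in 3-month SD, replicate 1 lies highest for Cd74 at 8.7 and Gfap at 10.5.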

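At 1 month, Gfap and a few other genes of reactive gliosis were higher in TGR than in SD retinas. Gfap was at 10.63 ± 0.351 (SD, n = 3) log2 units in 1-month TGR and 9.17 ± 0.153 in 1-month SD, a log2 fold change of 1.47 (standard error 0.168, adjusted p = 1.2e-08 from limma). The next largest increases were of Mest at 1.43, Chi3l1, a secreted chitinase-like protein of reactive astrocytes, at 1.27, Mlf1 at 0.97 and Edn2, endothelin-2, at 0.87. Among genes whose arrays did not overlap between the groups, the largest decreases were of Pla2r1 at −1.43, Pax4 at −1.20, Tnip1, a partner of A20, at −1.03, Myh6 at −1.0 and Ro60 at −0.90. Tmem221 was at −1.97, but SD 1-month replicate 2 lay among the TGR arrays. For Tnip1 this array was at 9.5, against 10.7 in the other 1-month SD arrays and 9.2 to 9.3 in 1-month TGR. Of 28 genes of reactive gliosis, 7 rose and 2 fell (10 and 2 when adjusted over the list alone; median 0.02; camera adjusted p = 2.65e-26; adjusted p = 0.247 with an estimated correlation). Of 34 rod genes, 7 fell (12 fell and 2 rose when adjusted over the list alone; camera adjusted p = 0.0195; adjusted p = 0.982 with an estimated correlation). After quantile normalization 1 rod gene fell and 2 rose. As deposited, this list missed the threshold without SD 1-month replicate 2 (0.23), SD 1-month replicate 3 (0.0725), SD 3-month replicate 2 (0.0656) or TGR 1-month replicate 2 (0.0668).

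In SD retinas between 1 and 3 months, most lens genes and a part of the genes of other neighbouring tissues were lower at 3 months. Of 20 lens genes 17 fell (18 when adjusted over the list alone; median −2.30; camera adjusted p = 3.19e-99; adjusted p = 0.0118 with an estimated correlation, and 0.176 with quantile normalization as well). Crygd was at −3.93, Crygc at −3.10, Crygb at −3.00, Crybb3 at −2.80 and Cryba1 at −2.70. Of 17 pigment epithelium genes 13 fell (15 when adjusted over the list alone; median −0.90; camera adjusted p = 1.01e-33; adjusted p = 0.0829 with an estimated correlation). The mean level of this list was 9.35, 8.43 and 10.01 in SD 1-month replicates 1, 2 and 3, and 8.19 to 8.48 in 3-month SD. SD 1-month replicate 2 thus lay within the 3-month range, and the fall rests on replicates 1 and 3. After quantile normalization none of the 17 passed limma's test (14 fell at an unadjusted p under 0.05), with a median of −0.86. Of 7 blood genes 3 fell, and of 11 cornea and conjunctiva genes 2 fell (3 and 5 when adjusted over the list alone). camera gave them adjusted p = 5.59e-10 and 4.67e-05, and adjusted p = 0.15 and 0.418 with an estimated correlation. Among the genes that rose were Tmem221 at 1.70, Pcdh15, a cadherin of photoreceptors, at 0.63, Tmem116 at 0.60, Opn4, melanopsin, at 0.53 and Serping1 at 0.67. Serping1 did not pass the test without SD 1-month replicate 1 (0.58), SD 3-month replicate 1 (0.28) or TGR 3-month replicate 1 (0.67). Tmem221 rests on 1 array, SD 1-month replicate 2 at 7.4 against 10.4 and 10.3 in the other 1-month SD arrays. Without it the change was 0.72, and the call was lost after quantile normalization (adjusted p = 0.148; 4.46e-15 to 0.88 over all alternatives).

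limma placed 98 probe sets higher and 1061 lower in TGR at 1 month, 5 and 8 of them by at least 2-fold, and 39 higher and 233 lower in SD at 3 months, 2 and 49 by at least 2-fold. The share of higher probe sets among those called was 8.5% and 14.3% as deposited, and 52.2% and 62.7% after quantile normalization, which called 657 at 1 month. In the test of whether the transgene effect differed between ages, 2907 probe sets had a more positive and 1525 a more negative effect at 3 months. The share with a more positive effect was 65.6% as deposited, 51.3% after quantile normalization and 37.3% after centring of the arrays on their medians. With each probe set's own variance in place of limma's moderated one, 2 probe sets passed at 1 month and 0 in SD, against 1159 and 272 in limma. At an unadjusted p under 0.05 there were 8827 and 1779 without moderation and 8578 and 1735 in limma. Leaving out 1 array gave 704 at 1 month without SD 1-month replicate 1, 754 without SD 1-month replicate 2, 2020 without SD 1-month replicate 3, 2167 without SD 3-month replicate 1, 1967 without SD 3-month replicate 2, 348 without TGR 1-month replicate 2 and 3378 without TGR 3-month replicate 1. For SD it gave 430 without SD 1-month replicate 2, 438 without SD 3-month replicate 1 and 177 without SD 3-month replicate 2.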

Additionally, to examine the potential biological relevance of the transcriptome response during vasoregression, differentially expressed genes were classified according to their biological processes defined in Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG). Functional analysis using GO revealed that a number of specific pathways were actively involved in the development of vasoregression in TGR rats at 3 months. Fourty pathways in GO were significantly upregulated during vasoregression in 3-month TGR compared with 1-month TGR and 3-month SD retinas. On the other hand, a total of five pathways were upregulated in KEGG. Furthermore, genes involved in the immune system including inflammatory and complementary response, cell signalling via receptors, especially protein tyrosine kinase activity, exhibited strong correlation with vasoregression. 

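Microglia genes, the first components of the classical complement pathway and many receptor tyrosine kinases rose in 3-month TGR retinas, while most genes of blood-derived leukocytes did not pass the test. Of 27 microglia genes, 21 rose against 3-month SD and 22 against 1-month TGR, and none fell (21 and 24 rose when adjusted over the list alone). Csf1r, the receptor for colony stimulating factor 1, rose by 1.03 and 0.83 log2, P2ry12, a purine receptor of microglia, by 1.00 and 1.03, and Fcer1g, an Fc receptor chain, by 0.97 and 1.00. Itgam, the gene of CD11b, at 0.03 and 0.20, did not pass the test. Nor did Aif1, the gene of Iba-1, on its brighter probe set (−0.13 and 0.00), while it rose by 0.90 and 0.93 on the other. Of 24 genes of blood-derived leukocytes, 2 rose and 1 fell against 3-month SD (1 and 0 when adjusted over the list alone), and 3 rose against 1-month TGR (2 when adjusted over the list alone). Plac8 rose by 1.10 and 1.07, and the T cell gene Cd3g was at 0.00 and 0.13. In every array the mean level of this list, 6.90 to 7.19, lay below the lower quartile of all probe sets, 7.1 to 7.4. At such low signal a change in these genes could be missed.

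Of 33 complement genes, 9 rose and 1 fell against 3-month SD, and 10 rose against 1-month TGR (the same counts when adjusted over the list alone). C3, the central component of the cascade, rose by 1.97 and 2.23, Clu, clusterin, by 1.37 and 0.93, C1qb by 0.83 and 0.77 and the protease C1r by 0.63 in both. Cd59b, a regulator of the terminal complex, fell by 0.37 against 3-month SD, and the terminal component C9 was at −0.03 and 0.03. Of 39 receptor tyrosine kinases, 18 rose and 1 fell against 3-month SD (22 and 2 when adjusted over the list alone), and 20 rose and 1 fell against 1-month TGR (22 and 1). Mertk, a receptor for the uptake of dying cells, rose by 0.83 in both, Ddr1, a collagen receptor, by 0.70 and 0.47, and Insr, the insulin receptor, fell by 0.50 in both.

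Against 3-month SD, camera gave adjusted p = 4.38e-17 for microglia, 0.000318 for complement, 6.73e-08 for the kinases and 0.587 for leukocytes. With an estimated correlation these were adjusted p = 0.287, 0.454, 0.357 and 0.883. Against 1-month TGR they were 3.49e-18, 1.5e-05, 1.47e-06 and 0.111, and adjusted p = 0.295, 0.459, 0.455 and 0.699 with an estimated correlation. The complement list had a median of −0.03 and a mean of 0.31 against 3-month SD, and a median of 0.07 relative to all probe sets; the test, upward, follows the mean. SD 3-month replicate 1 lay above the other 3-month SD arrays by a median of 0.25 in the microglia list and 0.20 in the complement list, against 0.15 over all genes; without it, 21 microglia genes and 10 complement genes rose.

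From the GO and KEGG pathways regulated in 3-month TGR retinas against both other groups, the paper states that genes of the immune system, with inflammation and complement, and of signalling by receptors, tyrosine kinases above all, went together with vasoregression.

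**Figure D3:**
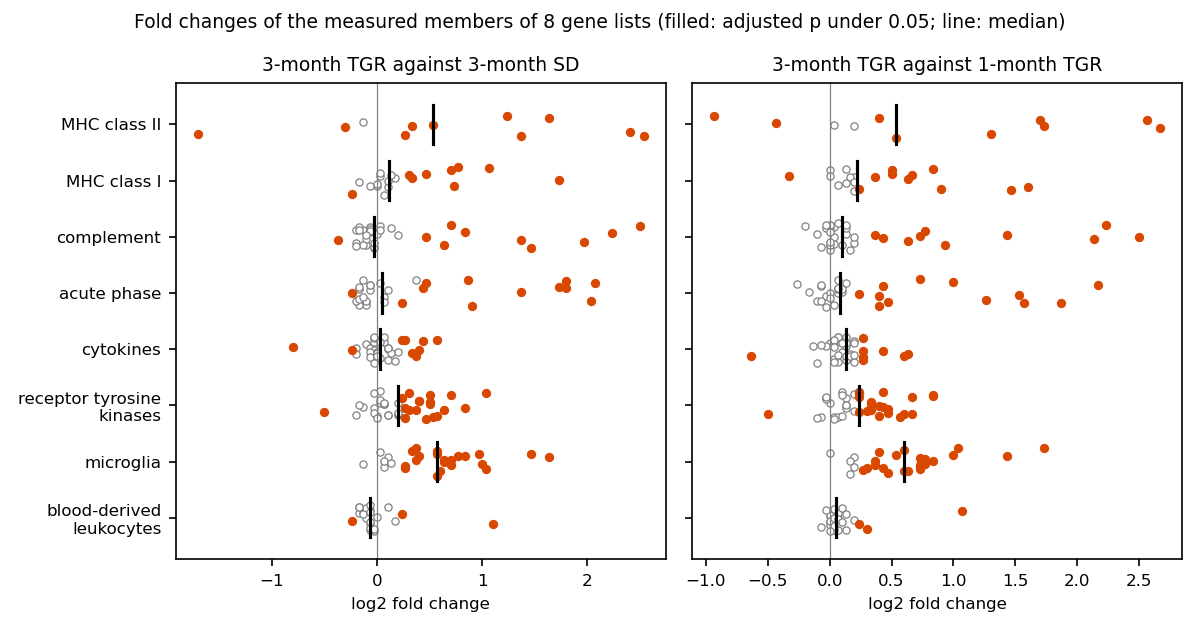
Log2 fold change (horizontal axes) of each measured gene (points) of 8 gene lists (rows) in 3-month TGR against 3-month SD (left) and against 1-month TGR (right); filled points passed the test at an adjusted p under 0.05, and the line is the median of the list. The medians of the microglia list lie at 0.57 and 0.60, and those of the leukocyte list at −0.07 and 0.05.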

Some genes were shared by different pathways, such as CD74 antigen in the immune effector process, in antigen processing and presentation, in inflammatory response and in cytokine binding; CCAAT/enhancer binding protein beta (CEBPB) was shared in pathways of the immune response, in defence response and in inflammatory response. 

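Cebpb, a transcription factor of the acute phase, rose in 3-month TGR retinas to 8.83 ± 0.115 (SD, n = 3) log2 units, from 7.47 ± 0.115 in 3-month SD and 7.83 ± 0.231 in 1-month TGR. Its log2 fold changes were 1.37 and 1.00 (standard error 0.093 each, adjusted p = 5.66e-19 and 2.11e-13 from limma), with all 3 arrays above those of each group. Among 7 genes of CD74 itself, its ligands and its co-receptors, 3 rose and 1 fell in both comparisons (3 and 1 when adjusted over the list alone): Cd74, the MIF homologue Ddt at 0.47 in both and the co-receptor Cd44 at 0.37 and 0.30 rose, and the chemokine receptor Cxcr4 fell by 0.27 and 0.23. Of 35 genes of inflammatory cytokines, chemokines and their signalling, 7 rose and 2 fell against 3-month SD, and 7 rose and 1 fell against 1-month TGR (the same counts when adjusted over the list alone). After quantile normalization 13 and 12 rose. The adhesion molecule Icam1 rose by 0.57 and 0.63, the chemokine Ccl2 by 0.43 in both and the prostaglandin synthase Ptgs2 by 0.40 and 0.60. Nfkbia, an inhibitor of NF-kappaB, fell by 0.80 and 0.63. The cytokine genes Tnf (−0.07 and 0.07), Il6 (0.03 and 0.07) and Cxcl1 (0.00 and 0.13) did not pass the test.

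camera gave adjusted p = 0.0233 and 0.0188 for the cytokine list, and adjusted p = 0.674 and 0.63 with an estimated correlation. The list missed the threshold against 3-month SD without SD 3-month replicate 3 (0.0879) or TGR 3-month replicate 2 (0.0821), and against 1-month TGR without TGR 3-month replicate 2 (0.0682). For the CD74 list camera gave adjusted p = 0.0185 against 3-month SD (adjusted p = 0.357 with an estimated correlation, 0.105 after quantile normalization) and 0.134 against 1-month TGR, where its median of −0.07 and its mean of 0.42 differ in sign.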

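Part of the MHC class II, class I and acute phase genes rose in 3-month TGR retinas against both 3-month SD and 1-month TGR, and a few fell in 1 or both comparisons. Of 11 class II genes, 8 rose and 2 fell against 3-month SD (8 and 2 when adjusted over the list alone), and 7 rose and 2 fell against 1-month TGR (8 and 2). RT1-Bb, a class II beta chain, rose by 1.37 and 1.70 log2, RT1-Db1, another beta chain, by 1.23 and 1.30, and RT1-DMb, which helps to load peptides, by 0.53 in both. Ciita, the master regulator of class II genes, fell by 1.70 and 0.93, and the lysosomal protease Lgmn by 0.30 and 0.43. Ctss, the protease that cleaves the invariant chain, was at 11.17 ± 0.058 (SD, n = 3) log2 units in 3-month TGR, 9.53 ± 0.416 in 3-month SD and 9.43 ± 0.115 in 1-month TGR.

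Of 20 class I genes, 8 rose and 1 fell against 3-month SD (8 and 1 when adjusted over the list alone), and 10 rose and 1 fell against 1-month TGR (13 and 1). After quantile normalization 13 rose against 3-month SD. B2m, the class I light chain, was at 12.90 ± 0.10, 11.17 ± 0.473 and 11.30 ± 0.10. RT1-S3 rose by 1.07 and 1.47, the immunoproteasome subunit Psmb8 by 0.77 and 0.83 and the peptide transporter Tap1 by 0.30 and 0.50, while the chaperone Calr fell by 0.23 and 0.33 and Pdia3 was at 0.00 in both. Of 30 acute phase genes, 11 rose and 1 fell against 3-month SD (11 and 1 when adjusted over the list alone), and 12 rose against 1-month TGR (12 when adjusted over the list alone). Cp, the copper oxidase ceruloplasmin, rose by 2.03 and 1.87, Stat3, a transcription factor of cytokine signalling, by 0.90 and 0.40, and the receptor Tnfrsf1a by 0.87 and 0.73; Lifr fell by 0.23 against 3-month SD, and Hp, haptoglobin, was at −0.13 and 0.10.

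Against 3-month SD, camera gave adjusted p = 5.88e-06 for class II, 3.22e-05 for class I and 4.48e-06 for the acute phase, and adjusted p = 0.287, 0.357 and 0.357 with an estimated correlation. Against 1-month TGR it gave 4.72e-06, 1.48e-06 and 9.56e-06, and adjusted p = 0.295, 0.375 and 0.455 with an estimated correlation. SD 3-month replicate 1 lay above the other 3-month SD arrays by a median of 0.35 in the class II list and 0.23 in the class I list; without it, 8 class II, 8 class I and 12 acute phase genes rose.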

Figure 3 depicts the two central pathways, i.e. the antigen presentation pathways, and the acute response pathway, and their relationships.

**Figure 3:**
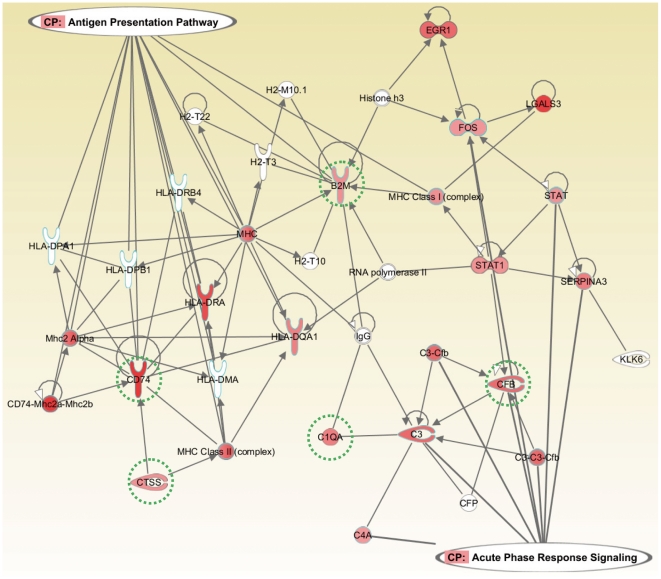
Antigen presentation and complement component response signaling predicted by Ingenuity Pathway Analysis in the TGR. All genes whose mRNA expression levels were differentially regulated in the TGR at 3 months are highlighted in red. Genes validated by real-time PCR are marked by green dotted circles. Symbols depict different gene functions. The upward facing fork shape represents transmembrane receptor, the right facing forceps shape represents peptidase, the dumbell shape represents transcription regulator.

Transmembrane receptor tyrosine kinases, which are relevant for vascular development and remodelling such as tyrosine kinase with immunoglobulin-like and EGF-like domains 1 (Tie1), VEGF receptor-2 (KDR), VEGF receptor-1 (FLT1), platelet-derived growth factor receptor alpha (PDGFRA), Epidermal-Growth-Factor-Receptor (EGFR) and fibroblast growth factor receptors (FGFR) were also found to be significantly changed (data not shown).

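The paper names 5 receptors singly and the FGF receptors as a family. With the 4 FGF receptors counted singly, 6 of 9 rose in 3-month TGR against 3-month SD and 6 against 1-month TGR, by less than 2-fold each. Kdr, VEGF receptor-2, was at 13.17 ± 0.115 (SD, n = 3) log2 units in 3-month TGR, 12.67 ± 0.208 in 3-month SD and 12.50 ± 0.00 in 1-month TGR, a rise of 0.50 and 0.67 (standard error 0.09, adjusted p = 8.74e-06 and 2.31e-08 from limma). Egfr, the receptor for epidermal growth factor, rose by 0.53 and 0.43 (adjusted p = 1.68e-06 and 0.000103), Fgfr1 by 0.40 and 0.43 (0.000531 and 0.000255) and Fgfr4 by 0.30 and 0.40 (0.00445 and 0.000214). Fgfr2 rose by 0.63 against 3-month SD (0.000142) and was at 0.10 against 1-month TGR, and Pdgfra, a receptor of glial and perivascular cells, rose by 0.27 against 3-month SD (0.0155) and was at 0.13 against 1-month TGR. Tie1, a receptor of endothelial cells, was at 0.20 against 3-month SD (0.0717) and rose by 0.30 against 1-month TGR (0.0073). Flt1, VEGF receptor-1, was at 0.03 (0.758) and rose by 0.23 (0.0432), and Fgfr3 was at 0.20 (0.0717) and 0.13 (0.316).

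Not all probe sets of these genes moved alike. Egfr was at −0.13 and −0.03 on 1 of its 2 other probe sets and rose by 0.43 and 0.30 on the brighter one, Fgfr2 was between −0.13 and −0.03 against 3-month SD on its 4 other probe sets, and Kdr was at 0.17 against 3-month SD on its other probe set (adjusted p = 0.137). Pdgfra missed the threshold against 3-month SD without SD 3-month replicate 2 (0.20), SD 3-month replicate 3 (0.25) or TGR 3-month replicate 1 (0.22), and Tie1 passed it without SD 3-month replicate 1 (0.28) or TGR 3-month replicate 3 (0.27), as did Fgfr3 without TGR 3-month replicate 2 (0.27). Against 1-month TGR, Tie1 missed it without TGR 3-month replicate 2 (0.27), and Flt1 without TGR 1-month replicate 1 (0.27), TGR 1-month replicate 2 (0.22), TGR 1-month replicate 3 (0.22), TGR 3-month replicate 1 (0.17) or TGR 3-month replicate 2 (0.27).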

As internal validation, and based on previous results, we found GFAP 9 fold upregulated in the 3-month TGR rats compared with their age-matched controls in the array analysis [13].

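Gfap was 6.06-fold higher in 3-month TGR retinas than in 3-month SD retinas, at 12.10 ± 0.173 against 9.50 ± 0.872 (SD, n = 3) log2 units, and led a rise of most genes of reactive gliosis. Its log2 fold change was 2.60 (standard error 0.168, adjusted p = 7.58e-20 from limma), and all 3 TGR arrays lay above all 3 SD arrays. Of 28 genes of reactive gliosis, 21 rose and none fell (22 rose when adjusted over the list alone), with a median of 0.70 (camera adjusted p = 6.55e-21; adjusted p = 0.249 with an estimated correlation). Pdpn, the surface protein podoplanin, rose by 1.53, S1pr3, a sphingosine phosphate receptor, by 1.40, Cntf, a neurotrophic factor of glia, by 1.17 and the intermediate filament Vim by 0.77. The progenitor filament Nes, at −0.03, did not pass the test. Against 1-month TGR, Gfap rose by 1.47, and 21 of the 28 genes rose (22 when adjusted over the list alone; camera adjusted p = 3.94e-13; adjusted p = 0.295 with an estimated correlation).

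In 3-month SD, replicate 1 was at 10.5 for Gfap and replicates 2 and 3 at 8.9 and 9.1, and replicate 1 was also higher in the gliosis list by a median of 0.48 and in the lens list by a median of 0.80. Without it the log2 fold change of Gfap was 3.10, and 23 gliosis genes rose. Over the alternatives the adjusted p of Gfap ran from 2.15e-138 to 0.00317.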

### Validation of microarray data by quantitative real-time PCR

To validate the differential transcriptional gene expression observed on microarray analysis, we carried out TaqMan probe based on quantitative real-time PCR with independently retrieved TGR and SD retinas at 1 and 3 months of age. As shown in Figure 4, mRNA levels of CD74 were high in TGR retinas at 3 months, whereas expression of CD74 was low in TGR retinas at 1 month and SD retinas at 1 and 3 months. Similarly, A2M (alpha-2-macroglobulin), B2M (beta-2-macroglobulin), CEBPB, CFB (complement factor B), CTSS (cathapsin S), RT1-DA (RT1 class II, locus Da), SERPING1 (serine/cysteine peptidase inhibitor, clade G, member 1), C1qa (complement component 1, q subcomponent, alpha polypeptide) and TNFRSF1A (Tumor necrosis factor receptor superfamily member 1A) were expressed significantly higher in 3-month TGR retinas than in other three groups. These ten genes retrieved from microarray analysis were fully confirmed in quantitative real time PCR. Expression of CD74 detected was 19-fold higher in 3-month TGR retinas compared with age-matched SD rats in real time PCR analysis. Upregulated transcripts of B2M (3-fold), RT1-DA (23-fold) and CTSS (3-fold) which participate in antigen processing and presentation were confirmed by quantitative real-time PCR. Furthermore, complement regulation mediated by CFB (16-fold), SERPING1 (7-fold), and C1qa (3-fold) was also confirmed by real time PCR. Upregulation in inflammatory responses via A2M (4-fold), CEBPB (3-fold), TNFRSF1A (3-fold) and IL-1b (2-fold) were also confirmed. Thus, the expression levels of regulated genes from microarray analysis were fully confirmed by quantitative real time PCR.

**Figure 4:**
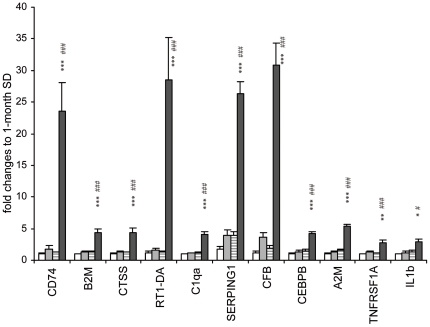
Confirmation of gene expression profiles in SD and TGR retinas at 1- and 3-month. Transcriptional analysis of genes was performed by quantitative real-time PCR in rats of 1-month SD (white bars), 1-month TGR (gray bars), 3-month SD (striped bars) and 3-month TGR (black bars). The values at 1-month are standardized to 1. *p<0.05, **p<0.01, ***p<0.001: 3-month TGR compared with 1-month TGR. #p<0.05, ###p<0.001: 3-month TGR compared with 3-month SD.

### CD-74 expressing microglia localizes to retinal vasoregression

To investigate translational expression levels of CD74 obtained on the microarray, we performed western blot analysis with retinal lysates from TGR and SD rats at 1 and 3 months. Weak CD74 expression was found in the retinas of 1- and 3-month SD and 1-month TGR rats. A significant overexpression of CD74 protein was detected in 3-month TGR retinas compared with other three groups (Figure 5A and B).

**Figure 5:**
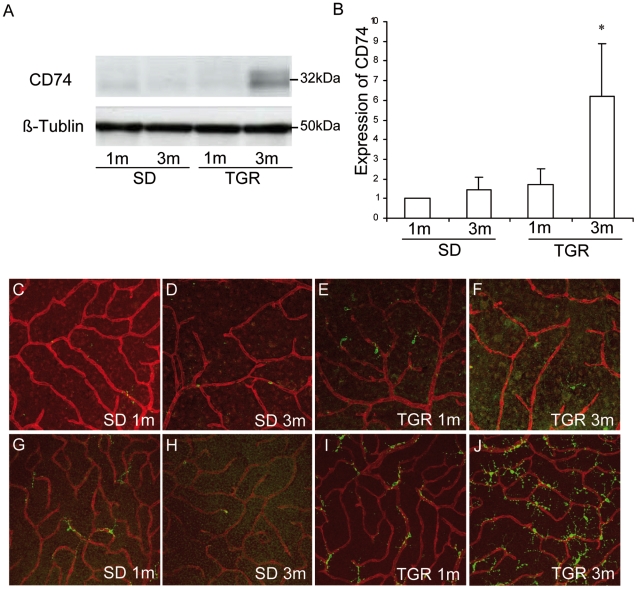
Expression of CD74 in SD and TGR retinas at 1- and 3 months. **A.** Translational analysis of CD74 by Western blot. **B.** quantitative analysis of translational CD74 expression. The values at 1-month are standardized to 1. C: expression and localization of CD74 in the retina. Vessels are visualized by staining with Lectin (red), and CD74 positive cells are displayed in green. Few CD74 positive cells are seen in SD in the superficial and deep capillary layers. A slight increase in number of CD74 positive cells is found in TGR in the superficial capillary layer at 1 month. The numbers of CD74 positive cells are raised in the deep capillary layer in 3-month TGR compared with other three groups at all time points observed. C–F: the superficial capillary layer; G–J: the deep capillary layer. 1 m: 1-month retina. 3 m: 3-month retina. *p<0.05: 3-month TGR compared with other three groups.

Next, we identified by immunofluorescence that CD74 was expressed in cells close to both, the superficial and deep capillary layers in SD rats. In contrast, CD74 positive cells were located predominantly around the deep capillary in TGR rats of one month of age. The strongest and most obvious accumulation of CD74-positive cells was found in TGR rats of three months in the vicinity of the deep capillary layers. CD74 positive cells were either localized on or closed to the vessels or in the inter-vascular spaces with prolonged end feet spanning vessels. The morphology of these cells identified them as microglial cells which were further confirmed by co-immunostaining with microglial marker CD11b and Iba-1 (Figure 6A, B, C, D and Figure S1). CD74 was expressed predominantly in the membrane of cell soma and dot-like in the processes of microglial cells, whereas CD11b labelled strongly all processes of microglial cells. Even though CD74-positive microglial cells were localised close to vessels and some even seemed morphologiocally like pericytes, immunofluorescence staining revealed no colocalisation between CD74 positive microglia cells and pericytes labelled with pericyte-specific marker NG2 (Figure 6E, F, G, H). 66% CD74 positive microglial cells were close to the capillaries. Close correlation between CD74 positive microglial cells and regressive vessels was noted in 3-month TGR retinas (Figure 6I, J, K, L).

**Figure 6:**
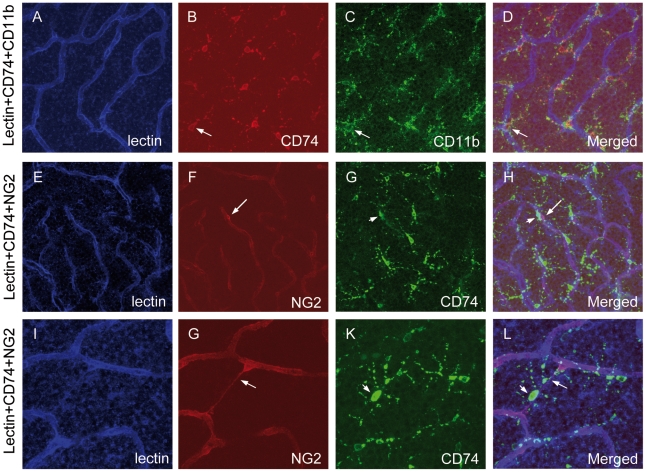
Activation of microglial cells in TGR retinas. Vessels and microglial cells are visualized by staining with Lectin (blue) and CD11b (green), respectively. CD74 (red) is expressed in microglial cells (A–D). Furthermore, CD74 (green) is not detected in pericytes as demonstrated by the staining with NG2 (red), a pericyte marker (E–H). Moreover, microglial cells expressing CD74 were found to be close to regressive capillary (I–L). Arrows in A–D: colocalization of CD74 and CD11b; arrows in E–H: pericyte; arrowheads in E–H: CD74 positive microglial cell. Arrows in I–L: regressive vessel.

We analysed expression of macrophage-inhibiting factor (MIF) known as ligand for CD74 in various tissues and diseases. We compared protein expression in the four groups analyzed and did not find any upregulated expression in the TGR groups (data not shown). Thus, MIF as ligand for CD74 seems not to be relevant in the neurodegenerative retina.

## Discussion

In our model of ciliopathy-associated neurodegeneration, we identified CD74 and other components of the immunity system, expressed in microglia, as mediators of secondary vasoregression. Genes involved in the immune response including inflammatory/complementary pathways and in tyrosine kinase pathway were strongly regulated. Our findings suggest that CD74 positive microglial cells may have a function during the development of vasoregression in the retina.

The first novel finding in our study suggests that immune system including antigen processing and presentation, inflammatory and complementary response plays a predominant role during vasoregression in TGR rat. Activation of these pathways was verified by upregulation of CD74/B2M/RT1-DA/CTSS, A2M/CEBPB/TNFRSF1A/IL-1b and CFB/SERPING1/C1qa, respectively. The representative molecule from antigen processing and presentation as well as inflammatory pathways during vasoregression is CD74. CD74 is the invariant chain directing the trafficking of MHC class II molecules in antigen presenting cells (APCs) [15]. Previous studies have shown that CD74 is associated with cancer and inflammatory disease, such as Helicobacter pylori infection, bladder inflammation, atherosclerosis and renal injury [16], [17]. Moreover, upregulation of members of the innate immunity and of the complement cascade has been uniformly observed in several other animal models of post-developmental retinal injury (Table S2). For example, the model of acute IOP elevation resembles the PKD model in that some components of the innate immunity and the complement system were comparatively regulated. However, the involvement of the microglia was not established. Of note, by comparing our data with data of other models, the link between CD74 expression on microglia and the close proximity to vasoregression was not made.

Signal transduction studies indicated that CD74 binds MIF, and in cooperation with CD44, mediates a variety of ERK1/2 and src tyrosine kinase-based cellular functions such as endothelial proliferation, regulation of apoptosis, regulation of arachidonic and prostaglandin metabolism [18].

Apart from APCs, cancer cells and podocytes, expression of CD74 is increased in smooth muscle cells undergoing inflammation and in microglia in neurodegenerative disorder such as Alzheimer disease [19], [20]. We found that CD74 is expressed in microglial cells during vasoregression in TGR retinas. Of note, our model represents a ciliopathy-based photoreceptor degeneration with secondary vascular defects. Thus, our data which show similarities to gene expression profiles of other inflammatory and neurodegenerative diseases suggest that CD74 may represent an important link between inflammatory stimuli and vasoregression.

Interestingly, we observed a strong upregulation of CD74 preceding and accompanying neurodegeneration and vasoregression in the absence of major changes in retinal MIF levels. Thus, CD74 mediated tissue damage may indicate a predominant immune cell mediated antigen processing and presentation process. This is supported by the finding that various genes of the complement system such as C1qa, CFB and Serping1 are highly upregulated in the TGR model.

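C1qa, Serping1 and a probe set shared by Cfb and C2 were higher in 3-month TGR retinas than in 3-month SD and in 1-month TGR retinas. C1qa, a chain of the C1q complex that starts the classical pathway, was at 9.70 ± 0.10 (SD, n = 3) log2 units, against 8.23 ± 0.416 and 8.27 ± 0.058, a rise of 1.47 and 1.43 (standard error 0.104 each, adjusted p = 4.59e-18 and 2.09e-17 from limma). The probe set of Cfb, factor B of the alternative pathway, was at 9.83 ± 0.289, against 7.87 ± 0.289 and 7.53 ± 0.058, a rise of 1.97 and 2.30 (standard error 0.102, adjusted p = 5.72e-24 and 3.02e-26). It is annotated to Cfb and C2 here, and its entry in Table S1 begins with Bat4, C2 and C4a and is cut off, so the change cannot be assigned to Cfb. Serping1 rose by 2.50 in both comparisons (standard error 0.137). For each of the 3, all 3 arrays of 3-month TGR lay above all arrays of the other 2 groups. At 1 month, C1qa was at 0.00 and the probe set of Cfb and C2 at −0.07 in TGR against SD, and Serping1 rose by 0.67 (adjusted p = 0.00132). Without SD 3-month replicate 1, which was higher than the other 3-month SD arrays in Serping1 and C3, the rise over 3-month SD was 1.70 for C1qa and 2.13 for the probe set of Cfb and C2.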

Antigen binding of C1qa binding is the first step in activating the classical complement pathway, whereas CFB and Serping1 are regulators in the alternative and classical complement activation pathways [21].

Recent genetic studies show that polymorphisms in complement factor B and H (CFH) are important for the development of age-related macular degeneration (AMD) and its vascular pathology. A study from von Leithner et al. demonstrated that CFH is essential in the maintenance of endothelial function for normal retina perfusion [22]. Deficiency in CFB causes an autoimmune response directly in the endothelium of intra-retinal vascular network. Retinal vessels in CFH knockout mice are progressively overloaded with C3 and C3b, leading to vasoconstriction and occlusion. While CFB promotes complement activation after binding to C3b, CFH suppresses the activation upon binding to C3b. CFH and CFB are closely associated with C3 and the formation of C5 convertase. Together, complement activation can cause vascular damage in a variety of pathological settings. The multiple interplay of components of the classical and alternative complement pathway in association with the activated immune system provide a possible mechanistic link between photoreceptor-degeneration induced upregulation of CD74 activation in microglia and secondary vasoregression, but the causal relationship between complement activation and vasoregression needs further substantiation.

The proximity of CD74 positive microglia to the capillary network which is primarily affected in the TGR suggests that these cells are somehow involved in the onset of vasoregression. Mature vessels are largely independent of growth survival signals than immature vessels. Thus, adult vasoregression in the presence of upregulated survival factors is extraordinary. However, the role of microglia in the destruction of retinal vessels is suggestive given the evidence, e.g. from the RCS rat and other models in which photoreceptor degeneration, microglia activation, and vessel regression have been demonstrated [6], [23], [24].

However, neither model has provided evidence that CD74 and the complement system are central mediators. From our data, we postulate that defects in cilia of the photoreceptor cells lead to apoptosis, hypothetically releasing peptides and cell debris that activate microglial cells.

Our model represents specific features which are considered a general responsive phenotype of the retina. In a recent review by Xu et al., the aging retina shows “para-inflammation” as characteristic multicellular response pattern, including low level apoptosis, complement activation and inflammatory cytokine reaction, and the activation of microglia as an important effector cell. By comparison, the TGR model shares some of these important characteristics, however, also with some singularities, such as the extensive vasoregression [25].

Adult vasoregression may be promoted when pericytes are lost yielding reduced endothelial protection. The TGR has reduced pericyte coverage over time for unknown reasons, rendering it more susceptible to vasoregression in analogy to mice with heterozygous PDGF-B deficiency. Activated microglia is known to secrete inflammatory cytokines such TNF-alpha and IL-1b which can activate and subsequently damage endothelial cells [26]. Further studies inhibiting inflammatory signalling in this model are required to delineate the importance of these secondary tissue responses.

Of note, some of the genes upregulated in the TGR are consistent with genes expressed in Müller glia isolated from 6 months diabetic SD retinas [27]. These include CD74, RT1-Ba, C1s, A2M, Timp1 and CEBP. 

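C1s, A2m, Timp1 and the C/EBP genes rose in 3-month TGR retinas together with most Müller glia genes. C1s, a protease of the first complement complex, was at 9.90 ± 0.10 (SD, n = 3) log2 units, against 7.67 ± 0.635 in 3-month SD and 7.77 ± 0.153 in 1-month TGR, a rise of 2.23 and 2.13 (standard error 0.135 each, adjusted p = 3.8e-21 and 6.5e-20 from limma). A2m, a broad protease inhibitor, was at 13.03 ± 0.058, 11.23 ± 0.586 and 11.47 ± 0.208, a rise of 1.80 and 1.57. Timp1, an inhibitor of matrix proteases, was at 9.83 ± 0.153, 8.03 ± 0.321 and 8.30 ± 0.20, a rise of 1.80 and 1.53. Cebpd was at 10.17 ± 0.153, 8.43 ± 0.321 and 8.90 ± 0.361, a rise of 1.73 and 1.27, and at −0.10 against 3-month SD on its dimmest probe set. RT1-Ba, an MHC class II alpha chain, was at −0.13 and 0.03 on its brightest probe set and rose by 1.87 and 1.90 on the one in Table S1 (adjusted p = 1.88e-20 and 2.13e-20).

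Of 24 Müller glia genes, 15 rose and none fell against 3-month SD (16 rose and 1 fell when adjusted over the list alone), and 16 rose against 1-month TGR (17 when adjusted over the list alone). Crym, a thyroid hormone binding protein, rose by 1.00 and 0.97 and Slc1a3, the glial glutamate transporter, by 0.83 and 0.77, while Glul, glutamine synthetase, at −0.20 and −0.07, and the potassium channel Kcnj10, at 0.00 and 0.07, did not pass the test. The medians were 0.37 and 0.40 (camera adjusted p = 2.43e-10 and 1.4e-10; adjusted p = 0.287 and 0.295 with an estimated correlation). SD 3-month replicate 1 lay above the other 3-month SD arrays by a median of 0.35 in this list; without it 16 genes rose, and the rise over 3-month SD was 2.60 for C1s and 2.13 for A2m.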

Many genes associated with immune/inflammatory and acute-phase response produced by Müller cells are also strongly regulated in our TGR rat model. Interestingly, CD74 was not found in astrocytes or Müller cells in the TGR. Whether this is due to differences in species or in inducing mechanisms needs further investigations. Together, the data indicate that vasoregression in TGR retinas shares similarities with molecular changes induced by chronic hyperglycemia.

As we determined gene expression before and after vessel regression, the involvement of specific tyrosine kinases in relation to vasoregression is not surprising. Given the progressive glial response to the neurodegeneration with concomitant activation and expression of neurotrophin which share survival activities of vessels, the responsive upregulation of the respective tyrosine kinase pathways appears as an epiphenomenon of the ongoing damage.

In summary, our study on analysis of gene expression profiling identified pathways involved in immune/inflammatory/complement system that act as regulators in the development of vasoregression in the degenerating retina. CD74 and activated microglial cells might be a novel target for interfering with retinal vasoregression.

## Supporting Information

Figure S1 **Colocalization of Iba 1 and CD74 in the TGR retina.** A: Iba 1; B: CD74; C: Lectin; D: merged image of A–C.
(PPTX)

Table S1 Genes regulated in 3-month TGR retinas compared with 1-month TGR and 3-month SD retinas. Genes more than 2fold upregulated or more than 30% downregulated are included in the table.

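Table S1 lists probe sets with their fold values in 3-month TGR against the other groups, as the authors calculated them. All 373 probe sets read from the table passed limma's test at an adjusted p under 0.05 in both comparisons and in the table's direction. They include, besides the genes described in the text, the rod genes Cnga1, a subunit of the cyclic nucleotide gated channel, which fell by 1.70 log2 against 3-month SD and by 1.57 against 1-month TGR, and Rcvrn, recoverin, which fell by 1.67 and 1.70. Of the 280 probe sets that changed at least 2-fold in both comparisons here, 166 are in the table, 46 higher and 120 lower. Across the 373 probe sets, the log2 fold changes from the deposited signals and from the table had a correlation of 0.987 against 3-month SD and 0.985 against 1-month TGR, which is across probe sets and not across independent samples. The median ratio of the log2 fold change from the deposited signals to that of the table was 0.678 in both comparisons. The authors chose the probe sets of the table for their changes in the same arrays and comparisons. That they passed here, and the correlations, are therefore not an independent check.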

(PDF)

Table S2 Comparison of gene expression in the TGR model with other animal models.
(PDF)

# Supplementary material for: Gene Expression Profiling of Vasoregression in the Retina—Involvement of Microglial Cells
**Source:** PLoS One. 2011 Feb 17;6(2):e16865. doi: 10.1371/journal.pone.0016865
**Supplement:** Table S1 — Genes regulated in 3-month TGR retinas compared with 1-month TGR and 3-month SD retinas. Genes more than 2fold upregulated or more than 30% downregulated are included in the table.

Probe_Set	Gene_Title	Gene_Symbol	pkd 1m - sd 1m (fold)	sd 3m - sd 1m (fold)	pkd 3m - pkd 1m (fold)	pkd 3m - sd 3m (fold)
1367679_a	CD74 antigen (invariant polypeptide of major histocon	Cd74	1,19	1,32	24,03	21,64
1386879_a	lectin, galactose binding, soluble 3	Lgals3	0,99	1,07	20,54	18,99
1372254_a	serine (or cysteine) peptidase inhibitor, clade G, mem	Serping1	2,30	2,06	14,89	16,64
1377659_a	myeloid leukemia factor 1 (predicted)	Myblf1_predicted	3,16	1,40	5,41	12,25
1387893_a	complement component 1, s subcomponent	C1s	1,39	1,25	8,77	9,75
1388155_a	keratin 18	Krt18	1,22	0,49	3,82	9,47
1368000_a	complement component 3	C3	1,34	1,64	11,51	9,39
1368321_a	early growth response 1	Egr1	0,59	0,21	3,31	9,35
1368353_a	glial fibrillary acidic protein	Gfap	4,08	1,41	3,22	9,29
1389470_a	complement component 2 /// complement component	Bat4 /// C2 /// C4a ///	1,05	1,23	10,48	8,88
1387276_a	activity and neurotransmitter-induced early gene prote	Ania4	2,42	1,16	4,10	8,55
1367712_a	tissue inhibitor of metalloproteinase 1	Timp1	1,58	1,09	5,74	8,33
1387995_a	interferon induced transmembrane protein 3	Ifitm3	1,61	0,85	3,63	6,85
1376652_a	complement component 1, q subcomponent, alpha pc	C1qa	1,26	1,09	5,67	6,54
1368224_a	serine (or cysteine) peptidase inhibitor, clade A, meml	Serpina3n	1,02	1,04	6,63	6,50
1368419_a	ceruloplasmin	Cp	1,87	1,39	4,76	6,39
1370822_a	RT1 class II, locus Ba	RT1-Ba	0,98	0,97	6,12	6,22
1387770_a	interferon, alpha-inducible protein 27-like	Ifi271	1,00	0,89	5,48	6,17
1368840_a	transmembrane protein 176B	Tmem176b	1,24	0,75	3,42	5,67
1392171_a	chitinase 3-like 1	Chi3l1	3,49	1,65	2,66	5,61
1374236_a	leucine-rich repeat LGL family, member 2 (predicted)	Lgi2_predicted	1,03	0,97	4,98	5,34
1387343_a	CCAAT/enhancer binding protein (C/EBP), delta	Cebpd	2,17	1,25	2,95	5,11
1386913_a	podoplanin	Pdpn	1,68	0,89	2,71	5,09
1370913_a	radical S-adenosyl methionine domain containing 2	Rsad2	1,13	0,91	4,11	5,07
1370973_a	sodium channel, voltage-gated, type VII, alpha	Scn7a	1,07	1,05	4,94	5,03
1387005_a	cathepsin S	Ctss	1,10	1,18	5,31	4,93
1387946_a	lectin, galactoside-binding, soluble, 3 binding protein	Lgals3bp	1,02	0,91	4,28	4,78
1387088_a	galanin	Gal	1,08	1,06	4,61	4,71
1370964_a	argininosuccinate synthetase 1	Ass1	1,67	1,17	3,17	4,52
1367794_a	alpha-2-macroglobulin	A2m	1,91	1,52	3,54	4,45
1370892_a	complement component 4a /// advanced glycosylation	Ager /// Agpat1 /// Btr	1,02	1,20	5,16	4,41
1367595_s	beta-2 microglobulin	B2m	1,16	1,01	3,72	4,30
1373204_a	transmembrane protein 176A	Tmem176a	1,47	1,10	3,13	4,19
1387599_a	NAD(P)H dehydrogenase, quinone 1	Nqo1	1,11	1,06	3,99	4,17
1387583_a	cytochrome P450, family 26, subfamily A, polypeptide	Cyp26a1	1,15	0,97	3,43	4,06
1379717_a	similar to ATP-binding cassette, sub-family G (WHITE	LOC360997	1,19	1,07	3,56	3,95
1372757_a	signal transducer and activator of transcription 1	Stat1	1,30	1,09	3,26	3,91
1367974_a	annexin A3	Anxa3	1,10	1,01	3,50	3,83
1367581_a	secreted phosphoprotein 1	Spp1	0,77	0,91	4,51	3,83

feng et al supplementary table 1

1368658_a ciliary neurotrophic factor	Cntf	1,34	1,14	3,23	3,79
1371942_a glutathione S-transferase theta 1 /// glutathione S-tran	Gstt1 /// Gstt3	1,03	0,87	3,11	3,70
1370182_a protein tyrosine phosphatase, receptor type, N polypep	Ptpn2	1,26	1,03	2,70	3,32
1367784_a clusterin	Clu	1,42	1,01	2,30	3,25
1377804_a protogenin homolog (Gallus gallus)	Prtg	1,61	1,03	2,04	3,19
1388164_a RT1 class Ib, locus S3	RT1-S3	0,74	1,01	4,32	3,18
1389179_a cell death-inducing DNA fragmentation factor, alpha s	Cidea_predicted	1,04	0,81	2,49	3,18
1370709_a leucine rich repeat containing 15	Lrrc15	1,19	1,06	2,77	3,12
1398362_a Notch gene homolog 2 (Drosophila)	Notch2	1,14	0,88	2,40	3,11
1386940_a tissue inhibitor of metalloproteinase 2	Timp2	1,21	0,98	2,49	3,07
1388784_a colony stimulating factor 1 receptor	Csf1r	1,01	0,79	2,38	3,07
1370237_a hydroxyacyl-Coenzyme A dehydrogenase	Hadh	0,98	0,74	2,29	3,04
1387223_a aminoadipate aminotransferase	Aadat	1,23	1,68	4,16	3,04
1395473_a guanine nucleotide binding protein, beta 3	Gnb3	1,77	1,19	2,04	3,03
1376427_a glycine decarboxylase (predicted)	Gldc_predicted	1,40	1,19	2,50	2,96
1390383_a adipose differentiation related protein	Adfp	1,13	0,97	2,54	2,95
1373847_a transmembrane 4 superfamily member 1 (predicted)	Tm4sf1_predicted	1,24	0,89	2,12	2,94
1388753_a sulfatase 2	Sulf2	1,30	1,20	2,69	2,92
1388213_a RT1 class Ib gene, H2-TL-like, grc region (N3) /// RT1	Dhx16 /// Ier3 /// Mrps	0,79	0,93	3,41	2,90
1389360_a FXYD domain-containing ion transport regulator 3	Fxyd3	1,24	1,15	2,69	2,89
1371447_a placenta-specific 8 (predicted)	Plac8_predicted	1,02	0,93	2,63	2,87
1371194_a tumor necrosis factor alpha induced protein 6	Tnfaip6	1,06	0,91	2,45	2,86
1370043_a activated leukocyte cell adhesion molecule	Alcam	1,28	1,03	2,27	2,83
1372828_a methionine sulfoxide reductase B2	Msrb2	1,14	0,81	2,01	2,82
1383546_a glycerophosphodiester phosphodiesterase domain coi	Gdpd2_predicted	1,19	0,96	2,27	2,81
1376845_a putative ISG12(b) protein	isg12(b)	0,99	1,00	2,84	2,81
1376702_a megalencephalic leukoencephalopathy with subcortic	Mlc1_predicted	1,42	1,25	2,47	2,80
1389034_a ubiquitin specific peptidase 18	Usp18	0,97	0,95	2,73	2,80
1369537_a melanin-concentrating hormone receptor 1	Mchr1	1,07	1,07	2,78	2,78
1373152_a protease, serine, 23	Prss23	1,21	0,88	2,03	2,77
1371536_a calcium regulated heat stable protein 1	Carhsp1	1,18	0,98	2,29	2,77
1370247_a peripheral myelin protein 22	Pmp22	1,20	1,01	2,31	2,76
1370870_a malic enzyme 1, NADP(+)-dependent, cytosolic	Me1	1,28	1,18	2,55	2,76
1375030_a UDP-Gal:betaGlcNAc beta 1,3-galactosyltransferase, B3	galt5_predicted	1,06	1,09	2,83	2,75
1367896_a carbonic anhydrase 3	Car3	0,93	0,94	2,78	2,75
1388480_a glycolipid transfer protein (predicted)	Gltg_predicted	1,16	0,94	2,22	2,74
1379891_a scotin	MGC94600	1,19	0,90	2,07	2,74
1369959_a zinc finger protein 36, C3H type-like 1	Zfp36l1	1,23	0,90	2,01	2,74
1369751_a thyrotropin releasing hormone receptor	Trhr	1,02	1,23	3,30	2,74
1390437_a sema domain, seven thrombospondin repeats (type 1	Sema5a_predicted	1,12	0,87	2,13	2,73

feng et al supplementary table 1

1374474_a copine VIII (predicted)	Cpne8_predicted	1,13	0,92	2,22	2,72
1367604_a cysteine-rich protein 2	Crip2	1,28	1,10	2,33	2,70
1370383_s transporter 1, ATP-binding cassette, sub-family B (MC Btl3 /// Btl4 /// Btl5)	Btl3	0,98	0,98	2,70	2,70
1391593_a Ras association (RalGDS/AF-6) domain family 4	Rassf4	1,09	0,97	2,37	2,69
1387209_a SEC16 homolog B (S. cerevisiae)	Sec16b	1,27	1,10	2,31	2,66
1383050_a proline-rich polypeptide 6	Prr6	1,19	1,04	2,32	2,66
1368075_a lysosomal acid lipase A	Lipa	1,23	1,15	2,48	2,66
1368806_a selenoprotein P, plasma, 1	Sepp1	1,13	0,89	2,09	2,65
1383564_a interferon regulatory factor 7	Irf7	0,91	1,08	3,15	2,64
1398623_a cholinergic receptor, nicotinic, beta polypeptide 4	Chrn4	1,20	1,13	2,48	2,63
1378209_a serine/arginine-rich protein specific kinase 3	Sprk3	1,68	1,33	2,09	2,63
1398435_a solute carrier family 22 (organic cation transporter), member 15	Slc22a15_predicted	1,16	1,21	2,72	2,61
1372805_a LOC363015 (predicted)	RGD1310444_predicted	1,13	0,90	2,07	2,60
1367800_a plasminogen activator, tissue	Plat	1,18	0,92	2,01	2,60
1367631_a connective tissue growth factor	Ctgf	1,54	1,36	2,30	2,60
1373750_a leprecan-like 2 (predicted)	Leprel2_predicted	1,79	1,48	2,15	2,60
1374417_a similar to nuclear receptor binding protein	LOC680451	1,61	1,36	2,20	2,60
1388064_a solute carrier family 1 (glial high affinity glutamate transporter), member 3	Slc1a3	1,19	1,09	2,37	2,58
1368134_a interleukin 4 receptor, alpha	Il4ra	1,03	0,99	2,47	2,57
1386862_a annexin A5	Anxa5	1,04	0,88	2,15	2,56
1375640_a FK506 binding protein 9	Fkbp9	1,35	1,08	2,05	2,56
1374310_a protein phosphatase 1J	Ppm1j	1,08	1,09	2,57	2,55
1375637_a similar to RIKEN cDNA 1110003E01	RGD1311122	1,01	0,85	2,16	2,55
1377086_a C1q and tumor necrosis factor related protein 3 (predicted)	C1qtnf3_predicted	1,17	0,98	2,12	2,54
1386899_a cathepsin H	Ctsh	1,16	1,00	2,19	2,54
1367691_a protein kinase C, delta binding protein	Prkcdp	1,02	0,86	2,13	2,53
1397537_a similar to Discs large homolog 5 (Placenta and prostate)	LOC363434 /// LOC5	0,95	0,80	2,10	2,51
1378430_a monooxygenase, DBH-like 1	Moxd1	1,30	1,12	2,16	2,51
1370215_a complement component 1, q subcomponent, beta polypeptide	C1qb	1,10	0,96	2,19	2,50
1372297_a glutathione S-transferase, alpha 4	Gsta4	1,06	0,89	2,11	2,50
1371537_a UDP-Gal:betaGlcNAc beta 1,4-galactosyltransferase, B4galt5_predicted	B4galt5_predicted	1,21	1,11	2,27	2,49
1381374_a leucine-rich repeat LGL family, member 4	Lgi4	1,45	1,34	2,29	2,48
1390738_a bone marrow stromal cell antigen 2	Bst2	0,92	1,05	2,83	2,48
1398863_a guanine nucleotide binding protein, beta 2	Gnb2	1,16	0,98	2,08	2,47
1372455_a tetraspanin 12	Tspan12	1,18	1,08	2,25	2,47
1389600_a hypothetical protein LOC363306 /// similar to Discs large homolog 5 (Placenta and prostate)	LOC363306 /// LOC3	1,01	0,85	2,06	2,44
1368332_a guanylate nucleotide binding protein 2	Gbp2	1,07	1,05	2,35	2,41
1390050_a similar to Golgi phosphoprotein 2 (Golgi membrane protein)	LOC680692 /// LOC6	1,15	1,13	2,35	2,41
1387370_a tropomodulin 1	Tmod1	1,38	1,18	2,07	2,41
1374718_a deltex 3-like (Drosophila)	Dtx3l	1,02	1,03	2,39	2,38

feng et al supplementary table 1

1368059_a crystallin, mu	Crym	1,32	1,24	2,23	2,37
1371696_a G protein-coupled receptor 56	Gpr56	1,12	1,04	2,20	2,37
1377046_a ankyrin repeat domain 6	Ankrd6	1,31	1,19	2,14	2,36
1396860_s zinc finger protein 423	Zfp423	1,08	0,97	2,11	2,35
1369672_a arachidonate 5-lipoxygenase activating protein	Alox5ap	1,04	0,93	2,09	2,35
1395274_a dystonin (predicted)	Dst_predicted	1,29	1,15	2,08	2,34
1389815_a protein phosphatase 1, regulatory (inhibitor) subunit 1	Ppp1r14b	1,23	1,18	2,24	2,34
1383241_a complement component 1, r subcomponent	C1r	1,13	1,05	2,16	2,33
1372752_a tetraspanin 4	Tspan4	1,18	1,18	2,31	2,32
1377076_a sialic acid acetyltransferase (predicted)	Siae_predicted	1,07	0,96	2,07	2,30
1390707_a regulator of G-protein signalling 10	Rgs10	1,12	1,01	2,07	2,28
1373240_a dehydrogenase/reductase (SDR family) member 3	Dhrs3	0,83	0,96	2,65	2,28
1368869_a A kinase (PRKA) anchor protein (gravin) 12	Akap12	1,17	1,12	2,18	2,27
1370885_a cathepsin Z	Ctsz	1,13	1,05	2,11	2,27
1390638_a Eph receptor A4	Epha4	1,06	0,99	2,10	2,25
1367777_a 2,4-dienoyl CoA reductase 1, mitochondrial	Decr1	0,93	0,85	2,06	2,25
1390832_a transmembrane and coiled coil domains 3	Tmcc3	1,08	1,02	2,10	2,23
1373037_a ubiquitin-conjugating enzyme E2L 6	Ube2l6	0,91	0,99	2,44	2,23
1387283_a myxovirus (influenza virus) resistance 2	Mx2	0,97	0,98	2,24	2,23
1376102_a transmembrane BAX inhibitor motif containing 1	Tmbim1	1,10	1,06	2,13	2,22
1379275_a sorting nexin 10	Snx10	0,89	1,01	2,53	2,21
1374752_a MyoD family inhibitor domain containing (predicted)	Mdfic_predicted	0,86	0,87	2,24	2,21
1376693_a similar to OEF2 (predicted)	RGD1563091_predic	1,06	1,06	2,18	2,19
1374425_a transducin-like enhancer of split 1, homolog of Drosophila	Tle1_predicted	1,02	1,03	2,19	2,18
1367786_a proteasome (prosome, macropain) subunit, beta type	Psmb8	1,08	1,08	2,17	2,17
1369157_a phosphodiesterase 3B, cGMP-inhibited	Pde3b	1,19	1,13	2,05	2,17
1385625_a EGF-containing fibulin-like extracellular matrix protein	Efemp2	1,32	1,22	2,00	2,16
1373122_a ajuba	Jub	1,02	0,99	2,08	2,16
1387369_a exocyst complex component 6	Exoc6	1,26	1,29	2,20	2,14
1389653_a protocadherin beta 9	Pcdhb9	1,13	1,08	2,04	2,14
1373025_a complement component 1, q subcomponent, C chain	C1qc	1,09	1,06	2,07	2,14
1369964_a coronin, actin binding protein 1A	Coro1a	1,07	1,05	2,06	2,11
1373891_a zinc finger, CCHC domain containing 12	Zcchc12	1,01	1,02	2,13	2,10
1386718_a aldo-keto reductase family 1, member C19	Akr1c19	1,07	1,25	2,42	2,08
1383662_a hypothetical protein LOC500956	LOC500956	1,13	1,17	2,14	2,06
1374730_a Tyro protein tyrosine kinase binding protein	Tyrobp	1,01	1,01	2,01	2,01
1369960_a FXYD domain-containing ion transport regulator 1	Fxyd1	0,89	1,01	2,27	2,01
1372112_a similar to 9230105E10Rik protein	RGD1304579	1,03	1,04	2,02	2,00
1374589_a vezatin, adherens junctions transmembrane protein	Vezt	0,89	0,90	0,50	0,50
1369895_s podocalyxin-like	Podxl	1,02	1,01	0,49	0,49

feng et al supplementary table 1

1370281_a fatty acid binding protein 5, epidermal	Fabp5	0,93	0,66	0,35	0,49
1382616_a glutaminase	Gls	1,11	0,98	0,43	0,49
1398361_a Rho GTPase activating protein 10	Arhgap10	0,97	0,91	0,46	0,49
1381403_a malic enzyme 2, NAD(+)-dependent, mitochondrial (p	Me2_predicted	0,94	0,87	0,45	0,49
1368025_a DNA-damage-inducible transcript 4	Ddit4	1,00	1,00	0,48	0,49
1369352_a homeodomain interacting protein kinase 3	Hipk3	1,22	1,13	0,45	0,49
1367624_a activating transcription factor 4	Atf4	0,92	0,95	0,50	0,48
1374472_a vacuolar protein sorting 37 homolog A (S. cerevisiae)	Vps37a	1,07	1,03	0,46	0,48
1397838_a RGD1564792 (predicted)	RGD1564792_predic	1,04	1,05	0,49	0,48
1386981_a solute carrier family 16 (monocarboxylic acid transpor	Slc16a1	0,86	0,86	0,48	0,48
1367910_a MAD homolog 4 (Drosophila)	Smad4	0,98	1,02	0,49	0,47
1381801_a fascin homolog 2, actin-bundling protein, retinal (Stro	Fscn2_predicted	1,34	1,27	0,45	0,47
1375987_a ceramide kinase (predicted)	Cerk_predicted	1,08	0,78	0,33	0,47
1398427_a Myocyte enhancer factor 2D	Mef2d	0,99	1,04	0,48	0,46
1369260_a membrane protein, palmitoylated 4 (MAGUK p55 subf	Mpp4	0,95	0,85	0,41	0,46
1374205_a purine rich element binding protein B	Purb	0,92	0,95	0,47	0,46
1374206_a similar to hypothetical protein DKFZp434A1319 (predi	RGD1307357_predic	1,04	1,03	0,45	0,46
1371565_a Kti12 homolog, chromatin associated (S. cerevisiae)	Kti12	1,11	1,19	0,49	0,46
1375085_a solute carrier family 25, member 35	Slc25a35	1,08	0,94	0,40	0,46
1393017_a rhophilin, Rho GTPase binding protein 1 (predicted)	Rhpn1_predicted	1,03	0,89	0,39	0,46
1373897_a Lamin B1	Lmnb1	0,92	1,00	0,49	0,45
1382152_a jumonji, AT rich interactive domain 1B (Rbp2 like)	Jarid1b	0,92	1,00	0,49	0,45
1390918_a ADP-ribosylhydrolase like 1 /// GH regulated TBC prot	Adprhl1 /// Grtp1	1,08	1,08	0,45	0,45
1371923_a lysophosphatidylcholine acyltransferase 1	Lpcat1	0,98	0,93	0,43	0,45
1390065_a potassium channel, subfamily V, member 2 (predictec	Kcnv2_predicted	1,35	0,96	0,32	0,45
1376694_a limb region 1-like homolog (mouse)	Lmbr1l	0,94	1,01	0,48	0,45
1383007_a Bardet-Biedl syndrome 4 homolog (human) (predicted	Bbs4_predicted	0,96	0,82	0,38	0,45
1367767_a 3-hydroxy-3-methylglutaryl-Coenzyme A lyase	Hmgcl	0,80	0,89	0,50	0,44
1372016_a growth arrest and DNA-damage-inducible 45 beta	Gadd45b	1,41	1,33	0,41	0,44
1367747_a ADP-ribosylation factor-like 3	Arl3	0,88	0,97	0,49	0,44
1370912_a heat shock 70kD protein 1B (mapped)	Hspa1b	1,01	0,98	0,43	0,44
1398280_a interphotoreceptor matrix proteoglycan 1	Impg1	0,99	1,05	0,47	0,44
1378656_a Bardet-Biedl syndrome 5	Bbs5	1,01	1,06	0,45	0,43
1384436_a similar to Transmembrane protein 16B	LOC683001	0,99	0,88	0,38	0,43
1369431_a UDP-N-acetyl-alpha-D-galactosamine:polypeptide N-ε	Galnt7	0,75	0,86	0,49	0,43
1393573_a phosphodiesterase 6B, cGMP, rod receptor, beta poly	Pde6b_predicted	0,90	1,01	0,48	0,43
1375517_a tumor protein p53 inducible nuclear protein 2	Trp53inp2	0,96	1,04	0,46	0,43
1382105_a guanine nucleotide binding protein (G protein), beta 5	Gnb5	0,90	0,98	0,46	0,42
1380619_a similar to RIKEN cDNA 3110001I22 (predicted)	RGD1305537_predic	0,89	0,99	0,47	0,42
1369437_a solute carrier organic anion transporter family, memb	Slco4a1	1,11	1,08	0,41	0,42

feng et al supplementary table 1

1388025_a opsin 1 (cone pigments), short-wave-sensitive (color t	Opn1sw	0,87	0,49	0,23	0,42
1370258_a basic leucine zipper and W2 domains 2	Bzw2	1,01	0,97	0,40	0,42
1384603_a ATP-binding cassette, sub-family A (ABC1), member	Abca4_predicted	0,90	1,01	0,47	0,42
1392498_a protein phosphatase 2, regulatory subunit B' gamma i	Ppp2r5c	0,86	0,94	0,46	0,42
1389146_a family with sequence similarity 107, member B	Fam107b	0,95	1,04	0,45	0,41
1370828_a zinc finger, DHHC domain containing 2	Zdhhc2	0,94	0,94	0,41	0,41
1388562_a START domain containing 7 (predicted)	Stard7_predicted	0,90	1,07	0,49	0,41
1373666_a Rap guanine nucleotide exchange factor (GEF) 5	Rapgef5	0,89	1,02	0,47	0,41
1382715_a deleted in liver cancer 1	Dlc1	0,93	1,04	0,45	0,41
1373154_a similar to mKIAA0998 protein (predicted)	RGD1563583_predic	0,92	0,93	0,41	0,41
1377721_a Park2 co-regulated	Pacrg	0,92	1,06	0,47	0,41
1387166_a aryl hydrocarbon receptor-interacting protein-like 1	Aipl1	0,98	1,00	0,41	0,41
1391749_a similar to nucleoredoxin	LOC679020	1,03	0,97	0,38	0,40
1375677_a transducer of ERBB2, 2	Tob2	1,02	1,04	0,41	0,40
1392425_x LUC7-like (S. cerevisiae)	Luc7l	1,00	1,06	0,43	0,40
1373132_a proline rich 14	Prr14	1,09	1,16	0,43	0,40
1398562_a amyotrophic lateral sclerosis 2 (juvenile) chromosome	Als2cr4_predicted	0,93	0,91	0,39	0,40
1373103_a metastasis-associated gene family, member 2	Mta2	0,98	1,12	0,45	0,40
1370376_a cold shock domain protein A	Csda	0,96	0,91	0,37	0,40
1385848_s tudor domain containing 7	Tdrd7	0,87	0,98	0,45	0,39
1389666_a rod outer segment membrane protein 1	Rom1	0,94	0,94	0,40	0,39
1384220_a tubulin-specific chaperone c (predicted)	Tbcc_predicted	0,99	0,95	0,38	0,39
1387152_a nuclear receptor binding factor 2	Nrbf2	0,94	1,15	0,48	0,39
1398304_a frizzled homolog 2 (Drosophila)	Fzd2	1,18	1,51	0,50	0,39
1373485_a Similar to ring finger protein 122 homolog (predicted)	RGD1561238_predic	0,99	0,96	0,38	0,39
1389434_a Bardet-Biedl syndrome 9	Bbs9	0,79	0,89	0,44	0,39
1375455_a guanylate cyclase activator 1a (retina) (predicted)	Guca1a_predicted	0,87	1,10	0,49	0,39
1387703_a ubiquitin specific peptidase 2	Usp2	0,76	0,91	0,46	0,39
1383390_a family with sequence similarity 123A	Fam123a	0,88	0,90	0,39	0,38
1378246_a PTC7 protein phosphatase homolog (S. cerevisiae)	Pptc7	0,85	1,10	0,50	0,38
1389485_a transformed mouse 3T3 cell double minute 1	Mdm1	0,88	0,97	0,42	0,38
1394943_a Similar to tyrosine kinase-associated leucine zipper pr	RGD1565584_predic	0,93	1,17	0,48	0,38
1388044_a 6-phosphofructo-2-kinase/fructose-2,6-biphosphatase	Pfkfb2	0,81	1,01	0,48	0,38
1388948_a START domain containing 10	Stard10	0,85	1,05	0,47	0,38
1374454_a protein-L-isoaspartate (D-aspartate) O-methyltransfer	Pcmdt2_predicted	0,83	0,90	0,41	0,38
1370101_a cone-rod homeobox containing gene	Crx	0,91	0,95	0,39	0,38
1373384_a Similar to Serine/threonine-protein phosphatase 2A 5f	LOC691318	0,88	0,94	0,40	0,38
1370351_a tudor domain containing 7	Tdrd7	0,90	0,99	0,41	0,38
1374534_a ras homolog gene family, member T2	Rhot2	0,96	1,07	0,42	0,38
1368087_a protein tyrosine phosphatase, non-receptor type 21	Ptpn21	0,90	1,13	0,47	0,38

feng et al supplementary table 1

1382220_a insulin-like growth factor 2 mRNA binding protein 2	Igf2bp2	0,95	0,71	0,28	0,38
1371752_a RAN guanine nucleotide release factor	Rangrf	0,95	0,95	0,37	0,37
1369360_a guanylate cyclase 2e	Gucy2e	0,83	0,89	0,40	0,37
1368725_a jagged 1	Jag1	0,85	1,09	0,48	0,37
1388373_a adiponectin receptor 1	Adipor1	0,91	1,03	0,42	0,37
1378256_a RNA polymerase II associated protein 1	Rpap1	0,76	0,97	0,48	0,37
1374428_a kinesin family member 3B (predicted)	Kif3b_predicted	0,84	1,06	0,47	0,37
1367702_a acyl-Coenzyme A dehydrogenase, medium chain	Acadm	0,73	0,92	0,47	0,37
1375073_a similar to hypothetical protein MGC45873 (predicted)	RGD1310271_predic	0,96	1,23	0,47	0,37
1369821_a cyclic nucleotide gated channel beta 1	Cngb1	0,88	0,94	0,39	0,37
1376057_a Phosphodiesterase 8A	Pde8a	0,98	1,04	0,39	0,37
1380515_a Bardet-Biedl syndrome 7	Bbs7	0,84	1,08	0,47	0,36
1390110_a uridine-cytidine kinase 1-like 1	Uckl1	0,79	1,02	0,47	0,36
1393126_a ubiquitin domain containing 1	Ubt1	0,80	0,90	0,41	0,36
1391356_a IWS1 homolog (S. cerevisiae)	Iws1	0,86	1,16	0,48	0,36
1370510_a aryl hydrocarbon receptor nuclear translocator-like	Arntl	0,79	0,89	0,40	0,36
1369140_a recoverin	Rcvrn	0,99	0,94	0,34	0,36
1388539_a plakophilin 2	Pkp2	0,90	0,97	0,38	0,36
1368233_a general transcription factor IIF, polypeptide 2	Gtf2f2	0,81	0,91	0,40	0,36
1377822_a coiled-coil domain containing 64	Ccdc64	0,88	0,99	0,40	0,35
1368247_a heat shock 70kD protein 1A /// heat shock 70kD protei	Hspa1a /// Hspa1b	1,08	0,95	0,31	0,35
1392970_a transmembrane protein 108	Tmem108	0,97	1,03	0,37	0,35
1374768_a coiled-coil domain containing 65	Ccdc65	0,76	0,98	0,45	0,35
1390334_a similar to hypothetical protein DKFZp434I2117 (predic	RGD1308215_predic	0,97	0,94	0,34	0,35
1376048_a guanylate cyclase activator 1B (predicted)	Guca1b_predicted	1,01	0,94	0,32	0,34
1389808_a hypothetical protein LOC688274	LOC688274	0,95	1,18	0,43	0,34
1374929_a coiled-coil domain containing 126	Ccdc126	0,80	1,10	0,47	0,34
1387452_a nuclear transcription factor-Y beta	Nfyb	0,81	0,90	0,37	0,34
1389628_a phospholipase C, delta 3 (predicted)	Plcd3_predicted	0,83	0,98	0,39	0,33
1398295_a solute carrier family 29 (nucleoside transporters), mer	Slc29a1	0,89	0,96	0,36	0,33
1382320_a LOC362793	RGD1307315	0,98	1,31	0,44	0,33
1373426_a Mitogen activated protein kinase 1	Mapk1	0,80	0,82	0,34	0,33
1367676_a high mobility group box 2	Hmgb2	0,82	0,95	0,38	0,33
1368242_a potassium voltage gated channel, Shab-related subfa	Kcnb1	0,93	0,99	0,34	0,33
1392575_a zinc finger protein 654	Zfp654	0,89	1,16	0,42	0,32
1370013_a cyclic nucleotide gated channel alpha 1	Cnga1	0,92	1,00	0,35	0,32
1374333_a similar to RIKEN cDNA 1110007C09 (predicted)	RGD1306058_predic	0,70	0,83	0,38	0,32
1379683_a Similar to hypothetical protein MGC17839 (predicted)	RGD1565079_predic	0,86	1,11	0,41	0,32
1376118_a OTU domain, ubiquitin aldehyde binding 2 (predicted)	Otub2_predicted	0,81	1,00	0,39	0,32
1372808_a similar to Bifunctional methylenetetrahydrofolate dehy	LOC680308	0,73	1,02	0,44	0,32

feng et al supplementary table 1

1393098_a Similar to Lethal giant larvae homolog 2 (predicted)	RGD1560307_predic	0,96	1,09	0,36	0,31
1393426_a phosphodiesterase 6A, cGMP-specific, rod, alpha (pre	Pde6a_predicted	1,03	0,88	0,27	0,31
1371073_a UDP-Gal:betaGlcNAc beta 1,4- galactosyltransferase, B4galt1	_predicted	1,13	1,09	0,30	0,31
1393684_a helicase, lymphoid specific	Hells	1,01	1,20	0,37	0,31
1369693_a solute carrier family 1 (glial high affinity glutamate tra	Slc1a2	1,07	0,99	0,29	0,31
1390338_a similar to K04F10.2	LOC361646	1,00	1,10	0,34	0,31
1376017_a similar to WD repeat domain 17	LOC361188 /// LOC3	0,80	1,01	0,39	0,31
1390221_a PR domain containing 1, with ZNF domain (predicted)	Prdm1_predicted	0,98	1,11	0,35	0,31
1382551_a intersectin 2	Itsn2	0,65	0,91	0,43	0,31
1394384_a dopamine receptor D4	Drd4	0,95	1,26	0,40	0,30
1367732_a guanine nucleotide binding protein, beta 1	Gnb1	0,93	0,96	0,31	0,30
1374563_a similar to AMME syndrome candidate gene 1 protein	RGD1561004_predic	0,87	0,96	0,33	0,30
1388023_a calcium channel, voltage-dependent, beta 2 subunit	Cacnb2	0,89	1,05	0,34	0,29
1373091_a pleiomorphic adenoma gene-like 2 (predicted)	Plagl2_predicted	0,92	1,00	0,31	0,29
1398604_a oxysterol binding protein 2 (predicted)	Osbp2_predicted	0,87	0,97	0,32	0,29
1384089_a RAB guanine nucleotide exchange factor (GEF) 1 (pre	Rabgef1_predicted	0,88	1,11	0,36	0,28
1398580_a WD repeat domain 31	Wdr31	1,02	0,74	0,21	0,28
1368778_a solute carrier family 6 (neurotransmitter transporter, tr	Slc6a6	0,74	0,97	0,37	0,28
1368139_s alkaline phosphatase, liver/bone/kidney	Alpl	0,86	1,03	0,34	0,28
1388432_a optineurin	Optn	0,77	0,94	0,34	0,28
1375407_a Retinitis pigmentosa GTPase regulator interacting pro	Rpgrip1	0,67	1,03	0,43	0,28
1396038_a retbindin	Rtbdn	0,88	1,11	0,35	0,28
1373816_a adaptor-related protein complex 1, gamma 1 subunit	Ap1g1	0,65	0,98	0,42	0,28
1393936_a serine/threonine kinase 22 substrate 1	Stk22s1	0,76	0,94	0,34	0,28
1390586_a similar to Jumonji/ARID domain-containing protein 1C	RGD1560601_predic	0,77	1,07	0,38	0,27
1380997_a cyclin J (predicted)	Ccnj_predicted	0,90	0,89	0,27	0,27
1381136_a retinol binding protein 3, interstitial	Rbp3	0,79	0,90	0,31	0,27
1380824_a hook homolog 3 (Drosophila)	Hook3	0,69	0,84	0,33	0,27
1373324_a dual specificity phosphatase 14 (predicted) /// similar i	Dusp14_predicted ///	0,78	0,98	0,33	0,27
1373184_a chondroitin sulfate N-acetylgalactosaminyltransferase	Csgalnact2	0,88	1,03	0,31	0,27
1385544_a neural retina leucine zipper gene (predicted)	Nrl_predicted	0,80	1,05	0,34	0,26
1389741_a LAG1 homolog, ceramide synthase 4	Lass4	0,87	0,92	0,28	0,26
1388363_a hnRNP-associated with lethal yellow	Raly	0,72	0,96	0,34	0,26
1371767_a SWI/SNF related, matrix associated, actin dependent	Smarcd1_predicted	0,75	0,97	0,33	0,25
1376867_a galectin-related protein	Hspc159	0,91	0,94	0,26	0,25
1380383_a ADP-ribosylation factor 4-like (predicted)	Arf4l_predicted	0,87	0,98	0,28	0,25
1393036_a proline/serine-rich coiled-coil 1	Psrc1	1,11	1,06	0,24	0,25
1397854_a D4, zinc and double PHD fingers, family 3 (predicted)	Dpf3_predicted	0,65	1,25	0,48	0,25
1382940_a galactosidase, beta 1-like 2	Glb1l2	0,73	0,97	0,33	0,25
1378405_a zinc finger protein 143	Zfp143	0,76	1,26	0,41	0,25

feng et al supplementary table 1

1369248_a baculoviral IAP repeat-containing 4	Birc4	0,72	1,12	0,38	0,24
1384943_a similar to DNA segment, Chr 16, ERATO Doi 472, ex	RGD1563888_predic	0,75	1,05	0,34	0,24
1378433_a similar to RIKEN cDNA 5730557B15 (predicted)	RGD1564227_predic	0,87	0,97	0,27	0,24
1374375_a similar to 2610034M16Rik protein (predicted)	RGD1560925_predic	0,69	1,19	0,41	0,24
1377250_a similar to RIKEN cDNA A930008G19 (predicted)	RGD1310799_predic	0,72	0,92	0,31	0,24
1384112_a 5' nucleotidase, ecto	Nt5e	0,91	1,05	0,27	0,24
1370970_a potassium inwardly-rectifying channel, subfamily J, m	Kcnj14	0,91	1,06	0,28	0,24
1368248_a CDP-diacylglycerol synthase 1	Cds1	0,75	1,02	0,32	0,24
1372541_a transmembrane protein 138	Tmem138	0,88	1,12	0,30	0,23
1384894_a retinitis pigmentosa 1 homolog (human)	Rp1h	0,85	1,06	0,29	0,23
1390653_a WD repeat domain 89	Wdr89	0,73	1,18	0,38	0,23
1367937_a myo-inositol oxygenase	Miox	0,65	1,21	0,43	0,23
1373918_a retinol dehydrogenase 11	Rdh11	0,83	0,94	0,26	0,23
1391022_a laminin, beta 3	Lamb3	0,61	1,31	0,49	0,23
1372650_a dynamin binding protein	Dnmbp	0,87	1,15	0,30	0,23
1367802_a serum/glucocorticoid regulated kinase	Sgk	0,73	1,09	0,34	0,23
1380424_a UBX domain containing 5	Ubx5	0,91	1,31	0,32	0,22
1372824_a pleckstrin homology domain containing, family F (with Plekhf2	Plekhf2_predic	0,99	1,04	0,23	0,22
1380046_a Hect domain and RLD 3 (predicted)	Herc3_predic	0,69	0,91	0,29	0,22
1373587_a guanine nucleotide binding protein, alpha transducing	Gnat1_predic	0,96	0,95	0,22	0,22
1388501_a hypothetical protein LOC686179	MGC125239	0,80	1,05	0,28	0,21
1383851_a coiled-coil domain containing 96	Ccdc96	0,70	1,06	0,30	0,20
1370044_a Fas apoptotic inhibitory molecule	Faim	0,69	0,86	0,25	0,20
1385472_a zinc finger and BTB domain containing 8 (predicted)	Zbtb8_predic	0,87	1,00	0,22	0,19
1383779_a ribosomal RNA processing 1 homolog B (S. cerevisiae)	Rrp1b	0,82	0,95	0,21	0,19
1389231_a SH3-domain GRB2-like (endophilin) interacting protein	Sgip1	0,59	1,18	0,36	0,18
1387829_a solute carrier family 24 (sodium/potassium/calcium ex	Slc24a1	0,81	0,96	0,21	0,18
1388913_a phosphatidic acid phosphatase type 2c	Ppap2c	0,88	0,86	0,17	0,18
1395235_a nucleoredoxin-like 1	Nxn1	0,61	1,44	0,41	0,17
1384046_a Mitochondrial fission regulator 1 (predicted)	Mtfr1_predic	0,82	1,31	0,27	0,17
1395311_a isoprenylcysteine carboxyl methyltransferase	Icmt	0,82	0,94	0,19	0,17
1374912_a kinesin family member 2C	Kif2c	0,66	0,93	0,23	0,17
1374139_a cerebellar degeneration-related 2	Cdr2	0,65	0,96	0,24	0,16
1384639_a receptor accessory protein 6	Reep6	0,73	0,92	0,20	0,16
1370462_a hyaluronan mediated motility receptor (RHAMM)	Hmmr	0,98	1,19	0,19	0,16
1370461_a hyaluronan mediated motility receptor (RHAMM)	Hmmr	0,97	1,09	0,18	0,16
1385588_a calcium binding protein 4 (predicted)	Cabp4_predic	0,92	1,10	0,19	0,16
1375504_a polymerase (DNA directed), gamma 2, accessory sub	Polg2_predic	0,60	0,90	0,23	0,15
1376963_a dual-specificity tyrosine-(Y)-phosphorylation regulat	Dyrk2_predic	0,92	1,04	0,17	0,15
1369160_a solute carrier family 4, sodium bicarbonate cotranspo	Slc4a7	0,62	0,84	0,20	0,15

feng et al supplementary table 1

1396569_a 1-acylglycerol-3-phosphate O-acyltransferase 3 (predi	Agpat3_predicted	0,74	0,84	0,16	0,14
1369625_a aquaporin 1	Aqp1	0,65	0,84	0,16	0,13
1377351_a sushi domain containing 3 (predicted)	Susd3_predicted	0,75	0,85	0,14	0,13
1371484_a hypothetical protein LOC690349	LOC690349	0,72	0,87	0,15	0,12
1369257_a G protein-coupled receptor kinase 1	Grk1	0,72	1,03	0,16	0,11
1369913_a opsin 1 (cone pigments), medium-wave-sensitive (col	Opn1mw	0,71	1,02	0,15	0,11
1373410_a myocyte enhancer factor 2C	Mef2c	0,64	1,59	0,26	0,10
1394972_a TROVE domain family, member 2 (predicted)	Trove2_predicted	0,46	1,18	0,27	0,10
1382949_a retinol dehydrogenase 12 (predicted)	Rdh12_predicted	0,82	0,81	0,10	0,10
1370140_a paired box gene 4	Pax4	0,40	1,34	0,34	0,10
1392899_a protein regulator of cytokinesis 1 (predicted)	Prc1_predicted	0,56	1,09	0,17	0,09
1383519_a Hexokinase 2	Hk2	0,66	0,93	0,12	0,08
1377014_a similar to hypothetical protein MGC42105 (predicted)	RGD1308116_predic	0,55	1,11	0,16	0,08
1373657_a solute carrier family 31, member 2	Slc31a2	0,56	0,93	0,12	0,07

# Supplementary material for: Gene Expression Profiling of Vasoregression in the Retina—Involvement of Microglial Cells
**Source:** PLoS One. 2011 Feb 17;6(2):e16865. doi: 10.1371/journal.pone.0016865
**Supplement:** Table S2 — Comparison of gene expression in the TGR model with other animal models.

Feng et al. Supplementary table 2

Comparison of gene expression in TGR model with other animal models

Disease	Animal model	genes	Function	Our data	References
Retinitis pigmentosa	<i>rd1</i> mice	Pde6b (↓, 0.17)<br>C1qa (↑, 1.60)<br>C1qb (↑, 3.0)<br>C1qc (↑, 1.8)<br>C4 (↑, 1.1)<br>Cebpd (↑, 3.2)<br>Pde6a (↓, 0.33)	visual transduction<br>Complementary response<br>Complementary response<br>Complementary response<br>Complementary response<br>Transcription factor<br>visual transduction	Pde6b (↓, 0.43)<br>C1qa (↑, 6.54)<br>C1qb (↑, 2.5)<br>C1qc (↑, 2.14)<br>C4 (↑, 8.88)<br>Cebpd (↑, 5.11)<br>Pde6a (↓, 0.31)	[1]<br><br><br><br><br><br>[2]
Autosomal recessive achromatopsia or early onset progressive cone dystrophy	<i>cpfl1</i> (cone photoreceptor function loss 1) mouse	A2m (↑ 1.501)<br>Cebpb (↑ 7.80)<br>C1qa (↑ 2.306)<br>C1qb (↑ 2.184)<br>C1qc (↑ 1.764)<br>C4 (↑ 5.257)<br>Serping1 (↑ 4.490)<br>Serpina3n (↑ 10.95)	Inflammatory response<br>Transcription factor<br>Complementary response<br>Complementary response<br>Complementary response<br>Complementary response<br>Serine proteinase and complement inhibitor<br>Serine proteinase inhibitor	A2m (↑, 4.45)<br>Cebpd (↑, 5.11)<br>C1qa (↑, 6.54)<br>C1qb (↑, 2.5)<br>C1qc (↑, 2.14)<br>C4 (↑, 8.88)<br>Serping1 (↑, 16.64)<br>Serpina3n (↑, 6.5)	[3]
Obesity-associated retinal degeneration	WNIN-Ob rat	Slc31a2 (↓, 0.20)<br>RGD1308116 (↓, 0.08)<br>Hk2 (↓, 0.07)<br>Pde6a (↓, 0.08)	copper ion transport<br>protein phosphorylation<br>glucose metabolic process and<br>hexose transport<br>visual transduction	Slc31a2 (↓, 0.07)<br>RGD1308116 (↓, 0.08)<br>Hk2 (↓, 0.08)<br>Pde6a (↓, 0.31)	[4]

How the deposited data were processed for this re-analysis (not part of the article)

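RNA of retinas of male Sprague-Dawley (SD) and transgenic (TGR) rats at 1 and 3 months was hybridized by the authors to 12 Affymetrix rat expression arrays, 3 for each of the 4 groups, and the sample labels call the 3 biological replicates. The authors processed the signals in JMP Genomics, where they were log transformed and quantile normalized, and compared the groups with a mixed model analysis of variance with transgene, age and probe as fixed effects and array as a random effect. The deposited values are log2 signals, 1 per probe set and array; the log base was inferred from their range of 5.9 to 15.1, and the paper gives log2 for the fold bar of Figure 1 but no base for the signals, and does not say how background was corrected or how the probes, a factor of its model, became 1 value per probe set. The values are rounded to 1 decimal, and the array medians, from 7.9 to 8.1, differ, so the 12 columns as deposited do not share 1 distribution. They were used as deposited.

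Of 31099 probe sets, 57 Affymetrix controls were left out, and 31042 were tested. By the annotation that comes with the array values, 20832 probe sets carry the symbol of 1 gene, 436 of several genes and 9831 of none, and 20764 of the first were also matched by Entrez identifier. The 14217 genes with a probe set of their own were each represented by the probe set with the highest mean signal over all arrays. Cfb was read from a probe set annotated to both Cfb and C2, whose entry in Table S1 begins with Bat4, C2 and C4a and is cut off. Cfb is therefore in none of the gene lists.

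A linear model with 1 mean per group was fitted over all 12 arrays with limma 3.58.1 in R 4.3.3, with moderated variances (residual degrees of freedom of the arrays plus 49.3 prior degrees of freedom). Contrasts were TGR against SD at 3 months, 3 against 1 month in TGR, TGR against SD at 1 month, 3 against 1 month in SD, the transgene by age interaction, TGR against SD averaged over both ages, and 3-month TGR against the mean of the other 3 groups. P values were adjusted by Benjamini and Hochberg over all tested probe sets, and an adjusted p under 0.05 was taken as changed; counts at an unadjusted p under 0.001, the cutoff of the paper, and at a fold of 2 are given where the paper uses them. All p values of single genes in the text are limma's. Similarity of the groups was computed from Pearson correlations over the 1000 probe sets with the largest variance.

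The 33 gene lists cover genes measured by PCR in the paper, MHC class II, MHC class I, complement, the acute phase, cytokines and chemokines, the interferon response, receptor tyrosine kinases, microglia, blood-derived leukocytes, Müller glia, reactive gliosis, rods, cones, bipolar cells, amacrine and horizontal cells, ganglion cells, endothelium, pericytes, pigment epithelium and choroid, lens, cornea and conjunctiva, blood, immediate early genes, the circadian clock, the cilium, hypoxia, angiogenic factors, neurotrophic factors, matrix proteases and their inhibitors, lysosome and phagocytosis, ligands and co-receptors of CD74, and reference genes. They were tested with limma's camera at a preset correlation of 0.01, adjusted over the 33 lists, and again with the correlation estimated from the arrays and with fry. The paper and its tables had been seen when the lists were set. Members of several lists, such as Csf1r, Usp18 and Bbs4, are in Table S1, which comes from the same arrays. The p values of such lists are therefore not independent of the paper's results. Counts of list members that changed use the adjustment over all probe sets, with the adjustment over the list alone beside them.

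Genes named in the text are the 10 with the largest and the 10 with the smallest fold between 3-month TGR and each of 3-month SD and 1-month TGR, among genes past the threshold whose arrays did not overlap between the 2 groups; the 5 of each kind in the other 2 comparisons of 2 groups; the 5 with the largest interaction; every gene the paper names in its text; and examples of the lists, which are among their most changed members and, where a list is described by more than counts and 1 gene, mostly a member at or near no change, with a few other members chosen after their values were seen. The values in the paper's tables had been seen when the rule was set.

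The alternatives were quantile normalization, centring of each array on its median, leaving out the third of probe sets with the lowest signal, a mean-variance trend with robust moderation, no moderation, array weights, a block for the replicate number, only the groups compared, genes in place of probe sets, the mean lens level as a covariate, other probe sets of a gene and leaving out each array in turn. Gene-by-gene array weights, a constant background subtracted from the linear signals, quantile normalization with an estimated correlation and a reading of the deposited values as natural logarithms were added after values had been seen. On simulated data with 200 changed probe sets, 96 to 97 of 100 changed by 0.5 log2 and all 100 changed by 1 log2 were recovered in the 4 comparisons of 2 groups, and 10 to 23 unchanged probe sets were called. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for tables and figures. The real-time PCR, Western blot and staining data were not analysed here.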

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

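The residual test for tissue carried over, the run with centred arrays and the rod level test of a wrong label were tests chosen only after the results were seen.

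Most lens and pigment epithelium genes and 3 of 7 blood genes were lower in 3-month than in 1-month SD retinas, with medians of −2.30, −0.90 and −0.13 over the lists; the paper does not report on these lists. With an estimated correlation camera gave adjusted p = 0.0118 for lens (0.176 with quantile normalization as well), 0.0829 for pigment epithelium and 0.15 for blood, and after quantile normalization no pigment epithelium gene passed limma's test (14 of 17 fell at an unadjusted p under 0.05). Age in both strains stays open for each list. For pigment epithelium, the 13 members that fell in SD had a median change from 1 to 3 months of −1.07 in SD but −0.03 in TGR. Their quartiles did not overlap, which met the bound set against age. These members were chosen for their fall in SD, though, and the quartiles are over genes that moved together, not over rats. The mean level of the list in SD 1-month replicate 2 (8.43) also lay within that of the 3-month SD arrays (8.19 to 8.48). For lens (17 genes, −2.4 in SD and −1.4 in TGR) the quartiles overlap. For blood (−0.77 and −0.3), 3 genes chosen for their fall in SD met the bound, but they are too few for quartiles to give a spread. Lens and pigment epithelium genes deviated together from array to array within groups, with median residual correlations of 0.8 and 0.83 against 0.035 for random genes. Other tissues of the eye carried over at dissection would give this, but so would genes that vary together between rats. Carry-over may thus be a source for lens and pigment epithelium, but the correlations cannot tell it apart. For blood, at 0.26, it stays open too. A difference in age that acts in SD alone was not tested, and Cryab is on both the lens and the reactive gliosis list.

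In 3-month SD, replicate 1 stood apart from replicates 2 and 3, higher by 2.1 log2 in Cryaa, 1.5 in Gfap, 1.15 in Serping1 and 1.1 in Cd74, against 0.15 over all genes. Lens tissue carried over is argued against as the whole source: the 1-month SD arrays had higher lens levels, yet their gliosis level was at most 8.37 against 8.69 in this array (8.34 against 8.58 after centring). A wrong label, with the array being of a 3-month TGR retina, is argued against by the rod list, at 12.47 in this array and 10.91 to 11.27 in the 3-month TGR arrays. RNA of a 3-month TGR retina mixed in would move the array by 1 fraction towards 3-month TGR in genes that rise and genes that fall; as deposited the median fractions were 0.203 and −0.124, which met the bound set against it, but that bound took no account of the array's brighter signal (0.15), which pushes the 2 fractions apart. After centring they were 0.133 (quartiles 0.085 and 0.189, 56 genes) and 0.052 (quartiles −0.045 and 0.119, 149 genes), and since the quartiles overlap this cannot be told apart from a difference between rats, which was not tested. 

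The transgene effect differed between 1 and 3 months for 4432 probe sets in limma's interaction test. Among single genes the interaction was 2.77 for Egr1, 2.63 for Lgals3, 2.50 for RT1-Da, 2.47 for Cd74 and −2.20 for C1h11orf98.

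In 11 genes TGR and SD differed in opposite directions at 3 months and at 1 month, each past the threshold at both ages and in the interaction: Hbb (0.57 and −0.70), Spp1 (0.93 and −0.37), S100a6 (0.47 and −0.37), Car3 (1.20 and −0.33), Egr1 (2.07 and −0.70), Col5a3 (−0.30 and 0.57), Dhrs3 (0.57 and −0.30), C9h2orf69 (0.37 and −0.30), Tnip2 (−0.57 and 0.67), Dusp6 (1.00 and −0.57) and Rnf149 (−0.33 and 0.37). These are values as deposited, where the median over all probe sets at 1 month was −0.13. The 1-month falls of Spp1, S100a6, Car3, Dhrs3 and C9h2orf69 are thus smaller relative to other genes, and limma gave them adjusted p = 0.022 to 0.036. Of 1159 probe sets called at 1 month, 402 were also called after quantile normalization.

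The median interaction of a list, past the threshold with camera at the preset correlation, was 1.55 for the genes measured by PCR in the paper, 0.57 for MHC class II, 0.27 for MHC class I, 0.13 for complement, 0.15 for the acute phase, 0.17 for cytokines, 0.72 for interferon response, 0.30 for receptor tyrosine kinases, 0.63 for microglia, 0.47 for Müller glia and 0.70 for reactive gliosis. For neurons it was −1.12 for rods, −0.23 for cones, 0.32 for bipolar, 0.30 for amacrine and horizontal and 0.37 for ganglion cells. For other tissues and pathways it was 0.30 for endothelium, 0.97 for pigment epithelium, 0.78 for lens, −0.033 for the clock, −0.27 for the cilium, 0.23 for angiogenic factors, 0.17 for neurotrophic factors, 0.23 for matrix proteases, 0.58 for lysosome and phagocytosis and 0.13 for the CD74 list. With an estimated correlation none of these lists passed, at adjusted p from 0.135 to 0.797, and after quantile normalization lens (0.0554), the clock (0.125) and the CD74 list (0.125) did not.

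Other signals lie in lists that the paper does not report on as groups, though it reports single members such as Rdh12. Between TGR and SD at 3 months the median was 0.93 for the pigment epithelium list, −1.30 for the rod list and 0.53 for the interferon list, and Tmem221 was at −3.73.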

How the results depend on the processing

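Gene-by-gene array weights, the subtracted background, quantile normalization with an estimated correlation and the reading as natural logarithms are tests chosen only after values were seen. All other alternatives were set before the data were examined. Where a value moved, the cause was not tested unless fewer probe sets or arrays entered. Of 222 values of counts and similarity, 170 stayed within 1.5 times; of 3795 values of gene lists, 3378 kept direction and side of the threshold, 321 fell short of it, 73 newly passed and 23 turned; of 3089 values of named genes the numbers were 2971, 81, 22 and 15. The 1-month and the SD counts moved most, and signal near background may limit small folds at low levels.

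Probe sets called, TGR against SD at 3 months: 17164 with gene-by-gene weights, 5001 as genes, 7236 to 12164 without 1 array. TGR 3 against 1 month: 11339 quantile normalized, 13425 gene-by-gene, 3937 as genes, 4462 with the lens covariate, 5426 to 7490 without 1 array. TGR against SD at 1 month: 657 quantile normalized, 368 centred, 2117 with trend, 2 without moderation (8827 at an unadjusted p under 0.05, 8578 in limma), 9536 with array weights, 6449 gene-by-gene, 2938 with the replicate block, 416 as genes, 709 with the lens covariate, 348 (without TGR 1-month replicate 2) to 3378 (without TGR 3-month replicate 1). SD 3 against 1 month: 106 centred, 0 without moderation (1779 at an unadjusted p under 0.05, 1735 in limma), 7014 with array weights, 2244 gene-by-gene, 98 with the replicate block, 142 as genes, 45 with the lens covariate, 13 with only these groups, 48 with 50 units of background subtracted, 177 (without SD 3-month replicate 2) to 438 (without SD 3-month replicate 1). Interaction: 8032 quantile normalized, 1875 without moderation, 10655 gene-by-gene, 2550 as genes, 3591 to 5310 without 1 array. Both ages: 6142 as genes, 5831 at an unadjusted p under 0.001, 6041 so at 3 months alone, 9132 to 17943 without 1 array. 3-month TGR against the others: 18389 gene-by-gene, 5803 as genes, 8134 to 13385 without 1 array. 2-fold in both: 175 as genes, 465, 516, 586, 738 and 965 with 80, 90, 100, 120 and 150 units subtracted, 251 to 320 without 1 array. Distance ratio: 3.79 over all probe sets, 4.91 over a larger set of variable ones, 2.06 Euclidean, 3.94 to 4.67 without 1 array, with 3-month TGR apart in all settings. limma's default array weights ran from 0.013 to 79.09.

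With an estimated correlation, adjusted p at 3 months and from 1 month were 0.287 and 0.295 for MHC class II, 0.454 and 0.459 for complement, and 0.357 and 0.455 for both the acute phase and the receptor tyrosine kinases; with quantile normalization too they were 0.174 and 0.16, 0.221 and 0.16, 0.17 and 0.16, and 0.124 and 0.145. Without 1 array they ran from 1.31e-07 to 1.59e-05 and 7.67e-09 to 5.7e-05 for MHC class II, 3.15e-05 to 0.000857 and 6.94e-07 to 5.86e-05 for complement, 1.16e-07 to 1.59e-05 and 6.17e-08 to 5.22e-05 for the acute phase, and 1.45e-08 to 6.66e-07 and 3.34e-07 to 5.02e-06 for the kinases.

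Turned in direction, genes: with the lens covariate Cryba1 in SD (0.16); on other probe sets Egfr (1 of 2, −0.133 at 3 months, −0.033 from 1 month), Fgfr2 (−0.067, −0.033, −0.067, −0.133), RT1-Ba (1.87, 0.80, mean of all 0.58), Cebpd (−0.10), Aif1 (0.90, mean of all 0.38) and Pkd2 (−0.033, −0.033). Turned, lists, by adjusted p: array weights in SD, 0.882 PCR genes, 0.873 complement, 0.0186 interferon, 0.0174 microglia; gene-by-gene in SD, 0.966 complement, 0.0314 microglia; fry, 0.984 complement in SD and at 1 month 0.91 acute phase, 0.557 Müller glia, 0.89 pigment epithelium, 0.557 matrix, 0.557 lysosome; lens covariate, 4.06e-06 lens at 1 month, 0.649 lens in the interaction, and in SD 0.949 lens, 0.101 cornea, 0.687 angiogenic, 0.0203 neurotrophic, 0.476 matrix; without SD 3-month replicate 1 in SD, 0.0267 microglia, 0.0207 gliosis; at 1 month without SD 1-month replicate 2, 1.04e-11 pigment epithelium, and without SD 1-month replicate 1, 1.4e-09 lens. Without 1 array these lists ran from 0.0267 to 0.988 for microglia and 0.00213 to 0.477 for gliosis in SD, and from 4.37e-30 to 0.00934 for pigment epithelium and 1.11e-24 to 0.961 for lens at 1 month.

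Replicate numbers do not pair the arrays: same-numbered arrays correlated at −0.269 to 0.283 in 18 pairs, others at −0.379 to 0.414, and 2 of 12 arrays correlated best with their own number.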

Differences from the paper's values

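Tests with a subtracted background and with natural logarithms were chosen only after the values of Table S1 were seen. On scale, the folds of Table S1 were set against 2 to the power of the differences of the deposited log2 signals; over its 373 probe sets the root mean square difference was 0.601 log2 between TGR and SD at 3 months and 0.538 between 3 and 1 months in TGR, and 0.354 and 0.286 if the deposited values are read as natural logarithms, so neither reading matches the table throughout. Read as natural logarithms, 191 probe sets were 2-fold up in both comparisons (157 in the paper) but 472 were 2-fold down (216 in the paper), and 311 of the 373 probe sets of Table S1 were kept, against 68, 212 and 166 as log2.

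At an unadjusted p under 0.001 the paper gives 3267 upregulated genes between TGR and SD, without saying at which age; at this cutoff the deposited signals give 1000 probe sets over both ages. Of 22 alternatives set before the data were examined, quantile normalization, which the paper's methods state (3598), centring on array medians (2377) and the 3-month comparison alone (2227) come within 1.5 times, and the other 19 do not. The paper gives 2924 downregulated genes and the deposited signals 4831 probe sets. Of the 22 alternatives 15 come within 1.5 times: quantile normalization (3045), centring (2752), the probe sets of lowest signal left out (3863), no moderation (2374), genes in place of probe sets (2256), the 3-month comparison alone (3814), and leaving out SD 1-month replicate 1 (4112), SD 1-month replicate 2 (3964), SD 3-month replicate 1 (3609), SD 3-month replicate 3 (4215), TGR 1-month replicate 1 (4203), TGR 1-month replicate 2 (3626), TGR 1-month replicate 3 (4216), TGR 3-month replicate 2 (3623) or TGR 3-month replicate 3 (3433); the other 7 do not. The paper gives 157 genes more than 2-fold upregulated in both comparisons and the deposited signals 68 probe sets, and none of 23 alternatives set in advance closes this gap. The natural logarithm reading, chosen after the values were seen, comes within 1.5 times for the upregulated count alone (191). Its downregulated probe sets number 472, further from the paper's count than the 212 as log2. A constant background of 80 units, chosen after the values were seen, gives 153 upregulated probe sets and keeps 214 of the 373 probe sets of Table S1, and 90 units give 167 and keep 217. The downregulated probe sets then number 312 and 349, against 212 without subtraction, which is further from the paper's count.

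The folds of Table S1 in the paper, and from the deposited signals, between TGR and SD at 3 months were 21.64 and 5.79 for Cd74, 18.99 and 5.66 for Lgals3, 16.64 and 5.66 for Serping1, 9.75 and 4.70 for C1s, 9.39 and 3.91 for C3, 8.33 and 3.48 for Timp1, 6.54 and 2.76 for C1qa, 8.88 and 3.91 for the probe set of Cfb and C2 (an entry that begins with Bat4, C2 and C4a in Table S1 and is cut off), 0.07 and 0.177 for Slc31a2, 0.08 and 0.144 for Hk2, 0.1 and 0.165 for Pax4 and 0.1 and 0.213 for Rdh12. No alternative set in advance closes these gaps. Read as natural logarithms, a reading chosen after the values were seen, Cd74 (12.6), Lgals3 (12.2) and C1qa (4.33) still differ by more than 1.5 times and the other 9 do not. The folds were 6.22 and 3.65 for RT1-Ba, which comes within 1.5 times or the replicate SD only without TGR 3-month replicate 3 (4.29), 5.11 and 3.32 for Cebpd, which does so with quantile normalization (3.57), array weights (3.63) and without SD 3-month replicate 1 (3.78) or TGR 3-month replicate 3 (3.52), and 4.93 and 3.10 for Ctss, which does so with quantile normalization (3.44), array weights (3.48) and without SD 3-month replicate 1 (3.65); the other alternatives do not, and read as natural logarithms these 3 come within 1.5 times (6.47, 5.66 and 5.12).

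Between 3 and 1 months in TGR the paper's folds and those of the deposited signals were 24.03 and 6.35 for Cd74, 20.54 and 6.20 for Lgals3, 14.89 and 5.66 for Serping1, 11.51 and 4.70 for C3, 5.74 and 2.89 for Timp1, 5.67 and 2.70 for C1qa, 10.48 and 4.92 for the probe set of Cfb and C2, 0.12 and 0.274 for Slc31a2, 0.12 and 0.203 for Hk2 and 0.1 and 0.228 for Rdh12, with no alternative set in advance that closes the gap; read as natural logarithms Cd74 (14.4) alone still differs. They were 8.77 and 4.39 for C1s, closed by the lens covariate alone (6.30), 6.12 and 3.73 for RT1-Ba, closed without TGR 3-month replicate 3 alone (4.39), and 5.31 and 3.32 for Ctss, closed by the lens covariate alone (3.97), among alternatives set in advance; read as natural logarithms they come to 8.44, 6.69 and 5.66.

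On ranking, the paper puts Cd74, Lgals3 and Serping1 first among upregulated genes. In the deposited signals Gfap (2.60 log2) stood above Cd74 (2.53) between TGR and SD at 3 months, and RT1-Da (2.57) above Serping1 (2.50) between 3 and 1 months in TGR, where Cd74 and Lgals3 came first. Without 1 array, Gfap ran from 2.3 to 3.1 and Cd74 from 2.28 to 2.9 in the first comparison. RT1-Da ran from 2.28 to 2.88 and Serping1 from 2.38 to 2.58 in the second, so the members of each pair cannot be ranked. On receptors, the paper lists Tie1 and Flt1 as significantly changed. Between TGR and SD at 3 months Tie1 (0.20) and Flt1 (0.03) did not pass the test; between 3 and 1 months in TGR Tie1 (0.30) and Flt1 (0.23) passed. Tie1 passed at 3 months with quantile normalization (0.25), centring (0.23), array weights (0.26), the replicate block (0.20) and, chosen after the values were seen, gene-by-gene weights (0.36), and without SD 3-month replicate 1 (0.28) or TGR 3-month replicate 3 (0.27). Flt1 passed with none. The paper names RT1-Ba as upregulated; its brightest probe set was at −0.13, and the one in Table S1 rose by 1.87.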

Other observations

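The tests on log base, on background signal and on an early effect of the transgene were chosen only after the results were seen.

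Interferon response and lysosomal genes rose in 3-month TGR retinas, as did some genes of inner retinal neurons and endothelium. Relative to all probe sets, the medians against 3-month SD were 0.35 for bipolar, 0.33 for ganglion and 0.3 for amacrine and horizontal cells. They were 0.27 for endothelium, 0.3 for receptor tyrosine kinases and −1.2 for rods. Whether the mix of cell types in the retina had changed was not tested. Of 34 interferon response genes 27 rose and 2 fell against 3-month SD (27 and 2 when adjusted over the list alone; camera adjusted p = 4.38e-17; adjusted p = 0.287 with an estimated correlation), among them Ifi27 at 1.93, Ifitm3 at 1.63 and Rsad2 at 1.40, with Cmpk2 at −0.77 and Ifit1 at −0.07. Of 28 lysosome and phagocytosis genes 20 rose and 2 fell (20 and 2; 5.86e-14; adjusted p = 0.287 with an estimated correlation), with Lgals3 at 2.50, Abca1, a lipid exporter, at 1.07, Mfge8, a bridge to dying cells, at −0.50 and Asah1 at 0.00. For the lists that follow, brackets give the counts adjusted over the list alone, the camera adjusted p and the adjusted p with an estimated correlation. After quantile normalization 15 endothelial, 14 amacrine and horizontal, 11 ganglion cell, 13 angiogenic and 5 hypoxia genes rose. Of 23 endothelial genes 9 rose (9; 3.55e-05; 0.357), with Vwf at 0.47, Slco1c1 at 0.47 and Pecam1 at 0.00, and of 14 pericyte genes 2 rose (2; 0.146; 0.674), with Mcam at 0.40, Pdgfrb at 0.03 and Acta2 at 0.00. Of 12 bipolar genes 7 rose and 2 fell (7 and 2; 0.00726; 0.454), with Grik1 at 0.60, Otx2 at −0.43 and Car8 at 0.03. Of 19 amacrine and horizontal cell genes 7 rose and 2 fell (11 and 2; 0.00097; 0.454), with Pax6 at 0.40, Calb1 at −0.37 and Slc18a3 at 0.07. Of 13 ganglion cell genes 7 rose (9; 0.000183; 0.357), with Rbpms at 0.47 and Isl2 at 0.00.

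Matrix and trophic factor genes went both ways in the same comparison. Of 33 matrix protease and inhibitor genes 17 rose and 2 fell (17 and 3; 1.61e-07; 0.357), with Timp1 at 1.80, Timp3 at 1.23, Lamb3, a laminin chain, at −1.67 and Mmp11 at 0.00. Of 16 neurotrophic genes 6 rose and 1 fell (8 and 1; 0.00133; 0.429), with the neuropeptide Gal at 1.40, Nrtn at −0.23 and Cntfr at 0.00, and of 23 angiogenic factors 8 rose and 1 fell (10 and 1; 0.00235; 0.448), with Tgfb2 at 0.77, Jag1 at −1.07 and Angpt1 at 0.00. Of 20 lens genes 8 rose (9; 0.0026; 0.566), which missed the threshold without TGR 3-month replicate 3 (0.0555) and after quantile normalization (2 rose; 0.193), while 12 rose without SD 3-month replicate 1. Besides pericytes and blood-derived leukocytes (0.587), the lists that did not pass camera were hypoxia (1 rose and 6 fell of 20; 1 and 6; 0.133), with Ddit4 at −0.97, circadian clock (7 and 9 of 21; 8 and 10; 0.217), with Drd4 at −1.37, immediate early genes (6 and 5 of 20; 6 and 6; 0.146), with Fos at 1.33, reference genes (1 and 5 of 11; 1 and 7; 0.283), with Hprt1 at −0.70, blood (1 and 1 of 7; 1 and 1; 0.706), with Hbb at 0.57, and cornea and conjunctiva (0 and 0 of 11; 0 and 0; 0.769). Of 10 genes that the paper measured by PCR 9 rose (9; 3.25e-18; 0.187); the study chose them from these arrays, so the list is not independent evidence. Il1b was at −0.10, and Mif, the ligand of CD74, at 0.03 and at −0.07 against 1-month TGR, and neither passed the test. Nor did Cspg4, the gene of NG2, at −0.07 and 0.00. The signal of Il1b was 7.1 to 7.5 in all arrays, near the lower quartile of all probe sets (7.1 to 7.4), where a change could be missed. The paper reports IL-1b as upregulated by real-time PCR, and its statement on MIF was on protein.

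The folds of Table S1 exceed those from the deposited signals. Another log base than log2 would give the same ratio of log2 folds at every level, and the tables argue against it as the only cause: among downregulated probe sets the ratio was 0.65 (quartiles 0.603 and 0.705) in the lowest sixth by level and 1.017 (quartiles 0.979 and 1.053) in the highest. Background signal left in the deposited values could give a ratio that rises with level; it rose by 0.367 for downregulated probe sets but by 0.005 for upregulated ones, and this explanation stays open.

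Relative to all genes, those changed in TGR at 3 months tended to the same side at 1 month, in a comparison with no shared arrays. The 86 genes 2-fold up at 3 months had a median of 0.10 at 1 month, and the 210 genes 2-fold down a median of −0.30, against −0.13 over all genes. Of these, 13 and 109 passed the test in the same direction (13 and 64 after quantile normalization). An effect of the transgene before vasoregression begins may be a candidate explanation: camera with an estimated correlation gave p = 0.00623 for the first set and p = 0.0545 for the second, and p = 0.109 and p = 0.0154 after quantile normalization. Since each set passed in 1 of the 2 settings alone, the explanation stays open.

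Other splits of the same arrays were counted. With 3 arrays against 3 there are 10 splits, too few for a share under 0.05; 1 split, the real one, gave the most calls in each comparison: 9516 against at most 0 in another split for TGR and SD at 3 months, 7312 against 1 for 3 and 1 months in TGR, 1159 against 86 for TGR and SD at 1 month, and 272 against 220 for 3 and 1 months in SD. For TGR against SD over both ages, in a model of split and age, 1 of 100 drawn splits, the real one, gave as many calls (10319, with 3679 in the highest other, and 13351 in the model of 4 groups). For 3-month TGR against the other groups, in a model of 2 groups, it was also 1 of 100 (9166, with 8326 in the highest other, and 11039 in the model of 4 groups). Only 100 of 462 and 100 of 220 possible splits were drawn, so a share below 1 of 100 could not be seen. In other splits the differences between groups enter the residual, which can lower their calls. These shares alone therefore do not exclude chance, and the counts of the model of 4 groups were not tested in this way.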
